# The TAM receptor tyrosine kinases Axl and Mer drive the maintenance of highly phagocytic macrophages

**DOI:** 10.3389/fimmu.2022.960401

**Published:** 2022-07-29

**Authors:** Lidia Jiménez-García, Christopher Mayer, Patrick G. Burrola, Youtong Huang, Maxim N. Shokhirev, Greg Lemke

**Keywords:** apoptotic cells, thymocyte selection, phagocytosis, iron recycling, erythropoiesis, thymus

## Abstract

Many apoptotic thymocytes are generated during the course of T cell selection in the thymus, yet the machinery through which these dead cells are recognized and phagocytically cleared is incompletely understood. We found that the TAM receptor tyrosine kinases Axl and Mer, which are co-expressed by a specialized set of phagocytic thymic macrophages, are essential components of this machinery. Mutant mice lacking Axl and Mer exhibited a marked accumulation of apoptotic cells during the time that autoreactive and nonreactive thymocytes normally die. Unexpectedly, these double mutants also displayed a profound deficit in the total number of highly phagocytic macrophages in the thymus, and concomitantly exhibited diminished expression of TIM-4, CD163, and other non-TAM phagocytic engulfment systems in the macrophages that remained. Importantly, these previously unrecognized deficits were not confined to the thymus, as they were also evident in the spleen and bone marrow. They had pleiotropic consequences for the double mutants, also previously unrecognized, which included dysregulation of hemoglobin turnover and iron metabolism leading to anemia.

## Introduction

The TAM receptor tyrosine kinases (RTKs) Axl and Mer (gene name *Mertk*) play two key roles in macrophages and other immune sentinels (1, 2). First, in concert with their ligands Gas6 and Protein S (Pros1) (3), they mediate the recognition and phagocytic engulfment of apoptotic cells (ACs) (4–6). Mer, which is expressed by all phagocytic macrophages, has repeatedly been shown to be especially important for this process (4, 5). Second, they and their ligands act as cell-intrinsic negative feedback inhibitors to suppress Toll-like and cytokine receptor signaling in dendritic cells and macrophages at the termination of the innate immune response (1, 2, 7). Both of these functions are presumably critical to the postnatal development of the thymus, since this primary lymphoid organ is the site of massive cell death during the extended period of T cell selection (8, 9). Large numbers of developing thymocytes are deleted during this developmental window, either by negative selection because they are autoreactive (exhibit hyperactive T cell receptor signaling) or by neglect because they are non-responsive (exhibit hypo- or inactive signaling) (10–12). While Mer signaling has been implicated in thymic selection of autoreactive T cells in non-obese diabetic mice (13), TAM receptor functions in the normal postnatal thymus have not to date been assessed experimentally.

We used immunohistochemistry and flow cytometry to localize Axl and Mer to several distinct immune sentinels in the thymus, and identified a prominent population of F4/80^+^CD11b^lo^ macrophages, abundant in the thymic cortex, that strongly express both of these receptors. Earlier studies have shown that this thymic macrophage population is highly phagocytic (14). In keeping with their established functions in inflammatory regulation and phagocytosis in other tissues (1, 5, 7), concerted genetic inactivation of both the *Axl* and *Mertk* genes in the mouse led to the pronounced elevation of thymic interleukin IL-1β, IL-12p40, interferon γ, and other inflammatory cytokines, and to an exuberant accumulation of ACs in the thymic cortex. In addition, RNA-seq analyses detected a marked reduction in the expression of macrophage core signature genes in the *Axl^-/-^Mertk^-/-^* thymus, a reduction that we found to be caused by a previously unrecognized deficit in the number of highly phagocytic tissue-resident macrophages (TRMs) themselves. This was in turn coupled to reduced expression of multiple phagocytosis mediators in the *Axl^-/-^Mertk^-/-^* macrophages that remained.

Importantly, we found that these pleiotropic macrophage deficits were not specific to the thymus but extended to other tissues in the body, including the bone marrow and spleen. The most prominent Axl^+^Mer^+^F4/80^+^CD11b^lo^ cells in the latter tissue are red pulp macrophages (RPMs) (15, 16), among whose principal functions are the phagocytosis of damaged and senescent erythrocytes, which are loaded with hemoglobin and iron (17–19). We found that the storage of ferritin-bound ferric (Fe^3+^) iron, which is normally prominent in RPMs, was undetectable in the *Axl^-/-^Mertk^-/-^* spleen, and was instead shunted to the epithelial cells of the proximal tubules of the kidney. This perturbation had multiple follow-on consequences, including the development of overt anemia and apparently diminished erythropoiesis. Together, these unexpected results demonstrate that concerted Axl and Mer signaling is required for the differentiation and maintenance of constitutively active, highly phagocytic TRMs throughout the body.

## Materials and methods

### Mice

All animal procedures were conducted according to guidelines established by the Salk Institute Animal Care and Use Committee. Mice were bred and housed in the Salk Institute Animal Facility under a 12-hr light/dark cycle and given ad libitum access to standard rodent chow and water. C57BL6/J mice were obtained from The Jackson Laboratory. The *Axl^-/-^*, *Mertk^-/-^*, *Axl^-/-^Mertk^-/-^*, *Axl^-/-^Tyro3^-/-^*, *Tyro3^-/-^ Mertk^-/-^*, *Tyro3^-/-^Axl^-/-^Mertk^-/-^*, and *Gas6^-/-^* mice were described previously (2, 20, 21). All lines have been backcrossed for >10 generations on to a C57BL/6 background. 4–5-week-old females (1 month old, 1 mo) were used unless figure legends indicate the use of older mice. In that case, males and females were randomly allocated to experimental groups. Wild-type and mutant mouse lines were housed separately. In general we collected a single set of tissues from individual mice for the experiments and analyses of interest.

### Immunoblotting

Tissues were snap frozen in liquid nitrogen. Frozen tissues were lysed in RIPA buffer with Halt protease and phosphatase inhibitor cocktail (Thermo Scientific) for 30min on ice. After samples were spun down at 12,000 rpm for 5min, supernatants were stored at -80°C. For immunoblots, equal amounts of protein (20 μg) in 3xLaemmli sample buffer with 0.1M DTT were subjected to electrophoresis on 4–12% Bis-Tris polyacrylamide gels (Novex, Life Technologies) and transferred to polyvinylidene fluoride (PVDF) membranes (Millipore). Membranes were blocked using 1% casein in PBS (Bio Rad) for 1h at 22-24°C and immunoblotted overnight at 4°C with primary antibodies diluted 1,000-fold in blocking buffer. Blots were then washed in TBST (50 mM Tris-HCl pH 7.5, 0.15 M NaCl, and 0.25% Tween-20) and incubated for 1 h at 22-24°C with secondary HRP-conjugated antibodies diluted 10,000-fold in blocking buffer. After washing the membrane, signal was detected with a luminol-based enhanced chemiluminescence substrate for detecting HRP (SuperSignal West Pico PLUS substrate, Thermo Scientific.). The antibodies used in immunoblotting are shown in **Supplemental Table 1**.

### Immunohistochemistry and histochemistry

For immunohistochemistry, tissues were fresh frozen in OCT tissue freezing medium and cut into 11 μm sections, air-dried and stored desiccated at -80°C. Prior to staining, sections were fixed for 4 min with ice-cold acetone, washed in PBS 0.1% Tween-20 and non-specific bindings were blocked by 1h incubation in blocking buffer (PBS containing 0.1% Tween-20, 5% donkey serum and 2% IgG-free BSA). Slides were incubated overnight at 4°C with primary antibody diluted in blocking buffer, then washed in PBS 0.1% Tween-20 and incubated with fluorophore-coupled secondary antibodies diluted in blocking buffer for 1h at 22-24°C in dark. Subsequently, slices were incubated 5 min with Hoechst diluted 1:1000 in PBS 0.1% Tween-20, then washed, sealed with Fluoromount-G (SouthernBiotech) and stored at 4°C. Images were taken on a Zeiss LSM 710 microscope with Plan-Apochromat 20x/0.8 M27 objective. The antibodies used in immunohistochemistry are shown in **Supplemental Table 1**.

For Hematoxylin-Eosin and Prussian Blue staining, tissues were fixed frozen after routine perfusion procedures. For all tissue analyses, mice were anesthetized with a final concentration of 100mg/kg Ketamine/10mg/kg Xylazine in accordance with IACUC guidelines. Mice were then transcardially perfused with 20U/ml heparin in PBS followed by freshly prepared 4%PFA in PBS. Tissues were post-fixed in 4% PFA in PBS overnight at 4°C and subsequently infiltrated in 30% sucrose in PBS for 1 day at 4°C and flash frozen in TBS tissue freezing medium. Tissues were then cut into 11 μm sections, air-dried overnight and processed for staining. For Prussian blue iron staining, slides were incubated for 5 min in 10% Potassium Ferrocyanide and then 30 min in equal parts of a freshly prepared solution containing 10% Potassium Ferrocyanide and 20% HCL. Slides were then washed and counterstained with neutral red. Finally, slides were dehydrated and mounted in VectaMount (Vector). Images were taken on an Olympus BX40 microscope, with 4x and 20x objectives.

### Imaging data analysis

For cleaved caspase 3 (cCasp3)-positive area and ratio of cortex/medulla quantification, three sections per thymus 100μm apart were analyzed with ImageJ software (version: 2.1.0). To determine cCasp3 positive area, three images of the cortex and three of the medulla were taken per section. Analyze particle tool was used to calculate the percentage of positive area per field. To determine the ratio cortex/medulla, two images that covered the entire thymic section were analyzed. The areas of interest (cortex, medulla and total area) were designated with the polygon selection tool, respective areas were measured, and area percentages of cortex and medulla were calculated.

### Flow cytometry

Thymuses and spleens were mechanically dissociated in fluorescence-activated cell sorting (FACS) buffer (Ca^2+^/Mg^2+^ free PBS, 1% FBS, and 2mM EDTA) and filtered through a 70μm strainer. Bone marrow (BM) cells were harvested by flushing the femurs and tibias with D-PBS. Cells were spun down and re-suspended in FACS buffer and were stored on ice during processing, staining and analysis. Red blood cells were lysed from spleens and in ACK Lysing Buffer (Gibco). Cells were resuspended in 100 μl of FACS buffer. Fc receptors were blocked with anti-mouse CD16/CD32 (Biolegend) for 15min. Subsequently, cells were stained for surface antigens with directly fluorophore-conjugated antibodies for 30min at 4°C. Hoechst 33342 was used as a viability marker. For intracellular staining, cells were treated using the Foxp3 Transcription Factor Staining Buffer Set (eBiosciences) according to the manufacturer’s instructions, and Zombie UV (Biolegend) was used to measure viability in this case. Cells were assessed on a BD FACSCanto II Cell Analyzer (Salk Institute Flow Cytometry Core Facility) and data were analyzed using FlowJo v10.7.1 software. The antibodies used in flow cytometry are shown in **Supplemental Table 1**. For dendritic cells study, CD11c enrichment fraction was performed from single-cell suspension of thymic tissues using CD11c MicroBeads UltraPure (MACS, Miltenyi Biotec) and LS columns (MACS, Miltenyi Biotec) placed in QuadroMACS Separator (MACS, Miltenyi Biotec), according to manufacturer’s instruction. After positive selection, flow cytometry protocol was followed as usual.

In flow cytometry experiments, live cells were gated first (Hoechst/ZombiUV negative), followed by exclusion of debris using forward and side scatter pulse area parameters (FSC-A and SSC-A). Doublet discrimination was performed using forward and side scatter pulse width parameters (SSC-W and FSC-A, followed by FSC-W and FSC-A). Gating strategies on the population of interest are shown in the figures.

### Isolation and purification of brain immune cells for microglia quantification

Anesthetized WT or *Axl^−/−^Mertk^−/−^* mice (1 mo) were transcardially perfused with ice-cold D-PBS containing Ca^2+^ and Mg^2+^ and brains were promptly dissected out and placed on pre-chilled Petri dishes on ice to extract cortices. All steps were carried out on ice, unless otherwise specified. Cortices were minced with a razor blade, suspended in 6 ml D-PBS in 15-ml tubes for tissue chunks to settle before removal of the supernatant. Single-cell suspensions were prepared following a modified version of the Neural Tissue Dissociation kit from Miltenyi Biotec (130-094-802). Briefly, for each sample, an enzyme mixture 1 containing 1,910 μl buffer Z and 50 μl enzyme P, supplemented with 0.2 μg DNase (Sigma) and an enzyme mixture 2 containing 30 μl Buffer Y and 15 μl of enzyme A were prepared and these enzyme mixtures were kept on ice before usage. The settled tissue pellet was resuspended in mixture 1 and incubated in a water bath at 37°C for 15 min, inverting the tube gently several times every 5 min to resuspend settle cells. Thirty microliters of enzyme mixture 2 was added before mechanical dissociation at room temperature using a fire-polished Pasteur pipette. The cell suspension was further incubated in a water bath at 37°C for 10 min, inverting the tube gently several times every 5 min. Then, fifteen microliters of mixture 2 was added. Samples were subjected to a second round of mechanical dissociation at room temperature with fire-polished Pasteur pipettes with decreasing diameter until no observable tissue pieces remained. The resulting cell suspensions were filtered using 70 μm cell strainers, which were subsequently washed with 10 ml D-PBS supplemented with 0.5% BSA. The cells were centrifuged at 300g for 10 min at 4°C and pellets were suspended in 10 ml 30% isotonic Percoll (GE Healthcare 17-0891-01) diluted in 1× HBSS and then centrifuged again at 700g for 15 min at 4°C with minimum acceleration and braking. The bottom 5 ml of the gradient containing microglia was collected, resuspended, and passed through a 70-μm cell strainer. The cell suspension was washed in ice-cold 1× HBSS for a total volume of 40 ml and pelleted at 300g for 10 min at +4°C. Finally, pellet was resuspended with FACS buffer and flow cytometry protocol was followed as usual.

### RT-qPCR

Total cellular RNA was isolated from whole thymic tissue using TRIzol Reagent (Thermo), according to manufacturer’s instructions. RNA purity and quantity were measured using a nanodrop spectrophotometer (Thermo Scientific). Reverse transcriptase polymerase chain reaction (RT-PCR) was performed using RT Transcriptor First Strand cDNA Synthesis Kit (Roche). Real-time qPCR was performed using SYBR Green PCR Master Mix (Applied Biosystems) on a QuantStudio Q5 system (Applied Biosystem). Analysis was done using comparative Ct method (AACt). *36B4* was used as a control housekeeping gene.

Primer sequences were:

mouse *Il-10*
forward 5’- TGAAGACCCTCAGGATGCG-3’
reverse 5’-TTCACCTGCTCCACTGCCTT-3’
mouse *Il-6*
forward 5’- AGACAAAGCCAGAGTCCTTCAGA-3’
reverse 5’- GCCACTCCTTCTGTGACTCCA-3’
mouse *Il-1b*
forward 5’- CCTCTCCAGCCAAGCTTCC-3’
reverse 5’- CTCATCAGGACAGCCCAGGT-3’
mouse *Nos2*
forward 5’-GCAAGCACCTTGGAAGAGGA-3’
reverse 5’-AGGCCAAACACAGCATACCTG-3’
mouse *Ifng*
forward 5’-CAATCAGGCCATCAGCAACA-3’
reverse 5’-AACAGCTGGTGGACCACTCG-3’
mouse *Tfgb* 5’-AGTGTGGAGCAACATGTGGAA-3’
reverse 5’-CAGCCACTCAGGCGTATCAG-3’
mouse *Il-12p40*
forward 5’-GCTCATGGCTGGTGCAAAG-3’
reverse 5’-TCTGCAGACAGAGACGCCAT-3’
mouse *36b4*
forward 5’-CTCTCGCTTTCTGGAGGGTG-3’
reverse 5’-ACGCGCTTGTACCCATTGAT-3’.

### RNA-seq

Total RNA was isolated from thymuses of 1 month-old mice (3 males and 3 females of WT and *Axl ^-/-^Mertk^-/-^* mice) using the NucleoSpin RNA kit (Macherey-Nagel). The quality of the isolated total RNA was assessed using Agilent TapeStation 4200 and RNA-Seq libraries were prepared with 500 ng total RNA using the TruSeq stranded mRNA Sample Preparation Kit according to the manufacturer’s protocol (Illumina). RNA-seq libraries were multiplexed, normalized and pooled for sequencing. The libraries were sequenced on the HiSeq 2500 system (Illumina) at single read 50bp. Image analysis and base calling were done with Illumina CASAVA-1.8.2. on HiSeq 2500 system and sequenced reads were quality-tested using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). The reads were mapped to the mm10 genome using STAR v2.5.3a (22) and quantified gene expression with HOMER (23) v 4.10.4 using the fragments per kilobase per million mapped reads (FPKM) normalization across exons of the top isoform. Heatmaps show z-score normalized relative expression across conditions for each gene. Differential expression analysis was carried out using HOMER getDiffExpression.pl, using DESeq2 (24) v1.14.1 on top isoform raw exon counts and accounting for sex as a confounding variable. We used a threshold of adjusted p value < 0.05, log2fold > 0.5 to define differentially expressed genes. Bulk RNA-Seq data are publicly available, and have been deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) under the submission number GSE192363.

### Creatinine assay in serum samples

Whole blood was collected from the posterior vena cava after mice were euthanized. Blood was allowed to clot by leaving it undisturbed at room temperature during 15-10min. Serum was separated by centrifugation at 2,000rpm for 10min in a refrigerated centrifuge. The serum was immediately transfer to a clean tube and stored at -80°C until tested. For quantitative determination of creatinine in serum, QuantiChrom Creatinine Assay kit (BioAssay Systems) was used following manufacture’s instruction. Optical density was measure on a TECAN Infinite 200 PRO reader.

### Hematology

Whole blood collection was performed by submandibular bleeding. Blood drops were collected into a Microtainer EDTA Tube (BD) and immediately mixed by tapping and inverting the tube to ensure anticoagulation. Samples were kept at room temperature and were tested within 4 hours of collection. Analysis was performed by the UCSD Murine Hematology and Coagulation Core Laboratory, using a Hemavet 950FS Multi-Species Hematology System (Drew Scientific, CT) programmed with mouse setting. All samples were tested by duplicate.

### Differentiation of bone-marrow-derived macrophages

Bone marrow (BM) cells were harvested by flushing the femurs and tibias with D-PBS. Cells were resuspended and filtered using 70 μm cell strainer. BM cells were centrifuged at 300g for 5 min at 4°C. BM cells were resuspended and seeded in differentiation media: Dulbecco’s Modified Eagle Medium (DMEM, Gibco) supplemented with 10% of Fetal Calf Serum (FBS, Corning), 50U/ml of Penicillin-Streptomycin (Gibco) and 30% of L929 supernatant. Fresh differentiation media was added on day 4 and cells were incubated for 3 days more.

### Hemin preparation

Hemin stock solution was prepared as previously described (25): 25mg/mL of hemin (51280, Sigma) in 0.15M NaCl containing 10% NH4OH and stored at -20°C. Hemin was used at a final concentration of 40μM for BMDM culture experiments.

### Data analysis

Statistical analyses were performed using GraphPad Prism software (version 8.0). Statistical analysis and sample size were described in each figure legend. Data are represented as means ± SEM. Values of p < 0.05 were considered to indicate statistical significance.

## Results

### Mer and Axl are expressed by thymic macrophages

We first examined expression of Tyro3, Axl, and Mer (1) in the mouse thymus during development. As has been noted for TAM expression in many other tissues (1), we did not observe significant Tyro3, Axl, or Mer expression in the embryonic thymus, but detected pronounced up-regulation of Mer and Axl during the first two weeks after birth by western blot (**Figure 1A**). High levels of these receptors were maintained into the adult, with no obvious expression difference noted between males and females across multiple analyses (**Figure 1A**). Very low level Tyro3 expression was detectable in the postnatal thymus upon long exposures of western blots (data not shown). However, we did not detect Tyro3 in any thymic population using either immunohistochemistry (IHC) or flow cytometry, and as detailed below, Tyro3 does not influence the function of thymic macrophages.

**Figure 1:**
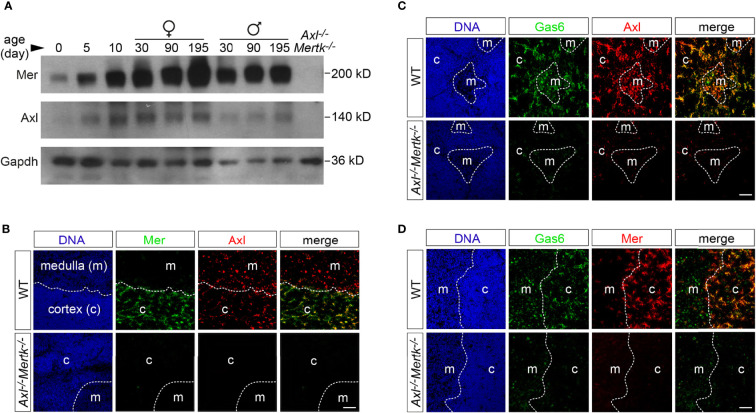
Expression of Axl, Mer, and Gas6 in the thymus. **(A)** Immunoblot analysis of Axl and Mer expression in thymic lysates from WT mice at the designated ages (postnatal days) and sex, with Gapdh as a loading control. *Axl^-/-^Mertk^-/-^* thymic lysate from P30 mice is used as negative control. **(B-D)** Immunohistochemistry of 1 mo WT and *Axl^-/-^Mertk^-/-^* thymic slices with the indicated antibodies. Distinction between cortex (c) and medulla (m) based on nuclear density with Hoechst staining. **(B)** Mer (green) is expressed mainly in the cortex while Axl (red) is expressed in the cortex and medulla in WT mice. All Mer^+^ cells colocalize with Axl. **(C, D)** Gas6 (green) is expressed in the cortex and medulla in Axl^+^ (**C**, red) and Mer^+^ (**D**, red) cells. No Gas6 expression in *Axl^-/-^Mertk^-/-^* mice. **(A–D)** Representative blot and images from n=2-3 mice per genotype. All scale bars, 50μm.

At 1 month (mo), when many thymocytes are undergoing apoptosis as a result of ‘death by neglect’ (for non-reactive cells) or negative selection (for auto-reactive cells) (10) and the thymus has reached its maximal cellularity and weight (26), Axl was detected by IHC in both the thymic cortex and medulla, while Mer was more abundant in the cortex (**Figure 1B**). (We used cell density, which is higher in the cortex than the medulla (**Figure 1B**), to distinguish these compartments.) Nearly all Mer^+^ cells in the cortex, where most thymocyte apoptosis is thought to occur (8, 11, 27), also co-expressed Axl (**Figure 1B**). Consistent with previous observations in the spleen, liver, lung, and brain (6, 28), all Axl^+^ cells in the thymus appeared to co-stain for the TAM ligand Gas6 (**Figure 1C**). Gas6 co-localized with cortical Axl^+^Mer^+^ cells and with medullary Axl^+^Mer^-^ cells (**Figures 1C, D**). As has also been observed in other tissues (6, 28), we found that expression of Gas6 protein in the thymus was entirely dependent on TAM receptor expression, as it was lost in *Axl^-/-^Mertk^-/-^* double mutants (2, 20) (**Figures 1C, D**). This loss occurred even though the expression of *Gas6* mRNA is unchanged in the double mutants (6, 28). It is therefore likely that thymic Axl is constitutively bound by Gas6.

By far the most prominent cellular loci for thymic Mer and Axl expression were macrophages. Most F4/80^+^ macrophages were positive for both Axl and Mer (**Figure 2A**), with the notable exception of a small number of F4/80^+^ cells in both the cortex and medulla that were also strongly CD11b^+^. At the corticomedullary junction of the thymus, Axl and Mer were also evident in nearly all macrophages that expressed CD169 (sialoadhesin; also seen in metallophilic macrophages in the marginal zone of the spleen) (**Figure 2B**). Only a small number of cells strongly positive for the dendritic cell (DC)-associated antigen CD11c were positive for either Axl or Mer (**Figure 2C**).

**Figure 2:**
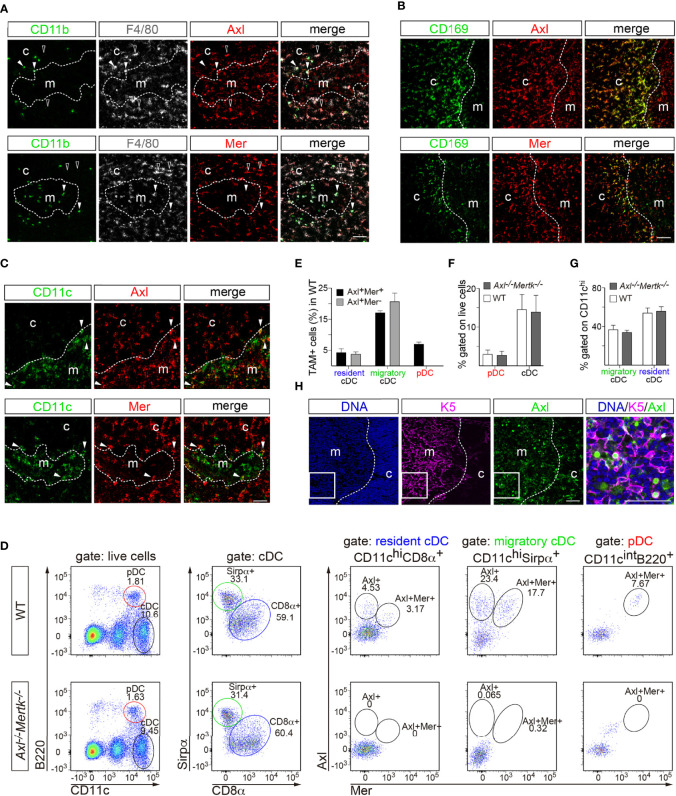
TAM receptor expression in thymic macrophages and dendritic cells. **(A–C, H)** Immunohistochemistry of 1 mo WT thymic slices with the indicated antibodies. Distinction between cortex (c) and medulla (m) based on nuclear density with Hoechst staining. **(A)** F4/80 and CD11b were used to define macrophages. Axl (red) and Mer (red) are expressed by F4/80^+^CD11b^-^ cells (open arrowhead), but not in F4/80^+^CD11b^+^ cells (closed arrowhead). **(B)** CD169^+^ macrophages (green) located in the corticomedullary junction express Axl (red, upper panel) and Mer (red, lower panel). **(C)** CD11c was used as dendritic cell (DC) marker. A low frequency of CD11c^+^ cells (green) express Axl (red, upper panel) and Mer (red, lower panel). **(D–G)** Flow cytometry analysis of an enriched CD11c^+^ thymic single cell suspension at 1 mo. **(D)** Gating strategy to differentiate thymic DC subpopulations and Axl and Mer expression in each: pDC (CD11c^int^B220^+^), cDC (CD11c^hi^ B220^-^), resident cDC (CD11c^hi^ CD8α^+^), migratory cDC (CD11c^hi^ Sirpα^+^). **(E)** Quantification of Axl- and Mer-expressing DCs in WT mice. **(F, G)** Quantification of thymic DC subpopulations in WT and *Axl^-/-^Mertk^-/-^* mice does not reveal significant differences between genotypes. **(H)** K5 was used as medullary thymic epithelial cell (mTEC) marker. A small number of K5^+^ cells (magenta) express Axl (green). Right panel is an enlargement of the indicated area. **(A, B, C, H)** Representative images from n = 2-3 mice per genotype. All scale bars, 50μm. **(E-G)** All graphs are mean +SEM from three independent experiments (n = 3 mice per genotype). Unpaired *t*-test (**F**, **G**).

Flow cytometry analyses of thymic cells using a set of DC markers allowed us to distinguish cells with the molecular features of resident conventional DCs (CD11c^hi^CD8α^+^ cells), migratory conventional DCs (CD11c^hi^Sirpα^+^ cells), and plasmacytoid DCs (CD11c^int^B220^+^ cells) (**Figure 2D**). Although Mer is generally viewed as a core macrophage marker, Axl^+^Mer^+^ and Axl^+^Mer^-^ cells were equally represented in these DC-like populations, with the exception of plasmacytoid DCs, all of which were Axl^+^Mer^+^ (**Figure 2E**). The frequency of DC subsets in the thymus was not affected by mutation of *Axl* and *Mertk* (**Figures 2D**, **F**, **G**). A fraction of medullary thymic epithelial cells, marked by expression of keratin 5 (K5), were also Axl^+^ (**Figure 2H**).

### Mer and Axl execute apoptotic cell phagocytosis during T cell selection

Among the most important functions of TAM receptors and ligands is the recognition and phagocytic engulfment of ACs (5, 6, 29, 30). This occurs *via* a tripartite bridging arrangement in which the amino terminus of either Gas6 or Pros1 first binds to the plasma membrane phospholipid phosphatidylserine (PtdSer) (1, 31), the most common and most potent of the ‘eat-me’ signals by which dead cells are recognized by phagocytes (4). To complete the bridge, the carboxy terminal domain of Gas6 or Pros1 binds and catalytically activates a TAM receptor expressed on the surface of a phagocyte (3, 29, 31). This mechanism has been most thoroughly studied in phagocytic macrophages (5, 6, 32–34), but also operates in the retinal pigment epithelial cells of the eye (35) and the Sertoli cells of the testes (3, 20). The mutation of different TAM receptor genes in mice, rats, and humans (20, 36, 37) leads to the accumulation of ACs in the spleen (38), lungs (39), brain (30), liver (40), seminiferous tubules (20), retina (41), and other tissues (42).

Even though large numbers of developing T cells undergo apoptosis in the thymus, these ACs are difficult to detect because they have a short half-life and are rapidly phagocytosed (8, 43, 44). We detected low levels of the canonical apoptosis marker cleaved caspase 3 (cCasp3) (45) by western blot in the wild-type (WT) thymus at 1 mo, and these levels were not elevated in *Axl^-/-^*, *Mertk^-/-^*, or *Tyro3^-/-^* single mutants (**Figure 3A**). However, markedly higher cCasp3 was observed in *Axl^-/-^Mertk^-/-^* double mutants and *Tyro3^-/-^Axl^-/-^Mertk^-/-^* triple mutants (**Figure 3A**), at the same time that no elevation in cCasp3 above WT was seen for either *Axl^-/-^Tyro3^-/-^* or *Tyro3^-/-^Mertk^-/-^* double mutants (**Figure 3A**). Thus, in keeping with its low thymic expression, Tyro3 does not play a significant role in phagocytosis in the thymus. Axl is activated exclusively by Gas6, while Mer is equally activated by Gas6 and Pros1 (3). Consistent with this receptor-ligand pairing, cCasp3 levels in the *Gas6^-/-^* thymus were modestly elevated relative to WT, but much less so than in *Axl^-/-^Mertk^-/-^* double mutants (**Figure 3A**). A similar analysis is not possible for *Pros1^-/-^* mice, since these mutants are embryonic lethals (46), but thymic epithelial cells express *Pros1* mRNA (15). All of the above observations together indicate that Axl and Mer, activated by Gas6 and Pros1, act cooperatively and in concert to mediate macrophage phagocytosis of apoptotic thymocytes during T cell selection.

**Figure 3:**
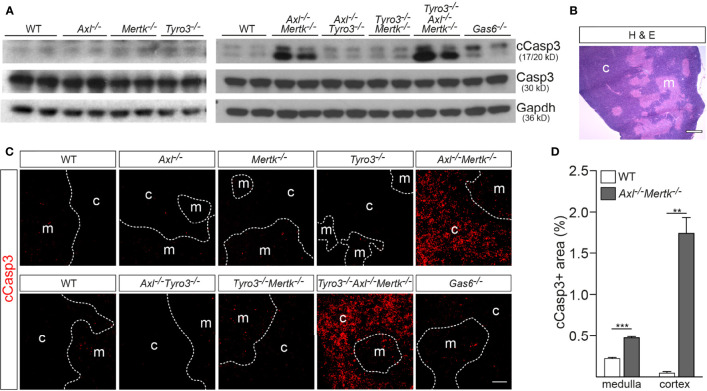
Accumulation of apoptotic cells in the *Axl^-/-^Mertk^-/-^* thymus. **(A)** Immunoblot analysis of cleaved caspase 3 (cCasp3) in thymic lysates from the designated genotypes at 1 mo, with Gapdh as a loading control. cCasp3 levels are markedly elevated in *Axl^-/-^Mertk^-/-^* and *Tyro3^-/-^Axl^-/-^Mertk^-/-^*, and modestly in *Gas6^-/-^*, compared to WT mice. Total levels of Casp3 are comparable between genotypes. **(B)** Representative image of a WT thymic section stained with H&E shows cells densely and loosely packed in the cortex and medulla, respectively. **(C)** Immunohistochemistry of thymic sections from the designated genotypes at 1 mo with cCasp3 shows dramatic accumulation of apoptotic cells in *Axl^-/-^Mertk^-/-^* and *Tyro3^-/-^Axl^-/-^Mertk^-/-^* mainly in the cortex. **(D)** Quantification of cCasp3-positive area in the cortex and medulla from WT and *Axl^-/-^Mertk^-/-^* thymic sections, calculated as the percent of total area. **(A–C)** Representative blot and images from n = 2-3 mice per genotype. Scale bars: **B**, 500μm; **C**, 100μm. **(D)** Graph is mean +SEM from n = 3 WT and n = 2 *Axl^-/-^Mertk^-/-^* mice. Each mouse represents the mean of 3 different sections 100μm apart, and 3 different images per section. **p < 0.01, ***p < 0.001. Unpaired *t*-test.

Most thymocyte death by neglect occurs in the thymic cortex (8, 11, 27), and while the site of death by negative selection is to some extent debated, the consensus is that the majority of this apoptotic deletion also occurs in the cortex (47). We examined the distribution of cCasp3^+^ cells across 1 mo thymus sections in the varying genotypes using IHC, and observed a striking disparity between medulla and cortex. As for Figs. 1 and 2, we distinguished these regions based on their relative cell density (cortex higher, medulla lower) (**Figure 3B**). Again, substantial elevation in the number of cCasp3^+^ cells was only seen in the *Axl^-/-^Mertk^-/-^* and *Tyro3^-/-^Axl^-/-^Mertk^-/-^* genotypes, and nearly all of this AC accumulation appeared in the cortex (**Figure 3C**). Quantification revealed that cCasp3^+^ cells occupied a larger fraction of medullary versus cortical area in the WT thymus (**Figure 3D**). However, the incidence of medullary ACs was only elevated ~2-fold relative to WT in *Axl^-/-^Mertk^-/-^* thymus, whereas cortical ACs were ~35-fold more abundant in the double mutant thymus (**Figure 3D**). Note that this striking AC accumulation was seen specifically in the region where macrophages co-express both Axl and Mer (**Figure 1B**). As has been observed in other tissues, it argues that combined signaling through these two RTKs is a potent driver of AC phagocytosis.

The failure of *Axl^-/-^Mertk^-/-^* macrophages to clear apoptotic thymocytes was associated with several additional phenotypes. The total weight of the 1 mo *Axl^-/-^Mertk^-/-^* thymus was increased ~45% relative to WT (**Supplemental Figure 1A**), as was the cellularity (total live cell number) (**Supplemental Figure 1B**). These increases were intrinsic to the thymus, since the body weight of the mice was unchanged (**Supplemental Figure 1C**). Similarly, the relative representation of the cortical and medullary compartments was the same (**Supplemental Figure 1D**). Developing thymocytes progress through a well-described sequence of CD4 and CD8 expression, from CD4^-^CD8^-^ double negative (DN) to CD4^+^CD8^+^ double positive (DP) cells in the cortex, and then to either CD4^+^ or CD8^+^ single positive (SP) T cells in the medulla (48). At 1 mo, the vast majority of thymocytes are CD4^+^CD8^+^ DP cells (48), and these cells were increased in *Axl^-/-^Mertk^-/-^* mutants relative to WT (**Supplemental Figure 1E**). When we analyzed all thymocyte populations for entry into apoptosis using staining with fluorescent Annexin V, which binds to externalized PtdSer (49), we observed that essentially all of this increase in the DP population was due to the failure to clear CD4^+^CD8^+^AnnV^+^ ACs (**Supplemental Figure 1F**).

One possible consequence of the failure to clear early thymic ACs that we have not investigated relates to autoimmunity. The broad spectrum autoimmune disease that develops in *Axl^-/-^Mertk^-/-^* mice (2, 34, 50) is thought to result primarily from the presentation of autoantigens (e.g., ribonucleoproteins) that are derived from uncleared ACs that progress to necrosis, coupled with the highly inflammatory environment that characterizes double mutant immune tissues (5, 7, 51, 52). Our results demonstrate that uncleared ACs dramatically accumulate in the *Axl^-/-^Mertk^-/-^* thymus (**Figure 3C**), and we further observed that this tissue is inflamed relative to WT with respect to elevated mRNA expression of *Il-1b*, *Il-6*, *Il-12p40*, *Ifng*, *Nos2*, and the inflammatory regulators *Il-10* and *Tgfb* (**Supplemental Figure 1G**). However, we also noted that CD5 expression was up-regulated in DP and CD4^+^ SP T cells in the *Axl^-/-^Mertk^-/-^* thymus relative to WT (**Supplemental Figure 1H**), as was the expression of CD69 in CD4^+^ SP T cells (**Supplemental Figure 1I**). Up-regulation of both CD5 and CD69 in CD4^+^ thymocytes normally reflects stronger interactions with self-peptide–MHC complexes (53, 54), and it is therefore possible that some autoreactive CD4^+^ cells, which would normally be phagocytosed by thymic macrophages, escape the thymus as a result of the combined inactivation of Mer and Axl. In addition, we observed that the number of CD4^+^FoxP3^+^ regulatory T cells, deficiencies in which will lead to severe autoimmunity, was also reduced in the *Axl^-/-^Mertk^-/-^* thymus (**Supplemental Figure 1J**).

### Global assessment of TAM receptor regulation of thymic genes

To inventory the global consequences of TAM receptor mutation on thymic gene expression, we performed bulk RNA sequencing of all cells in the 1 mo WT and *Axl^-/-^Mertk^-/-^* thymus. 

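Total RNA from the whole thymus of 12 mice was sequenced at 1 month of age, from 6 WT and 6 *Axl-/-Mertk-/-* mice with 3 males and 3 females per genotype. All cells of the tissue entered the RNA, and each value is scaled to its library. A lower value can come from fewer cells of a type, from more of the other cells, or from less mRNA per cell. The paper reports a greater weight and cell number of the *Axl-/-Mertk-/-* thymus. More thymocytes alone would lower the values of a cell type whose number stayed the same. Libraries were made from 500 ng RNA with a stranded mRNA kit and read for 50 bases from one end. The authors mapped the reads to mm10 with STAR, counted them over the exons of the top isoform of each gene with HOMER, and normalized them to FPKM (fragments per kilobase of exon, scaled to the mapped reads of the library). The table they deposited holds log2(FPKM + 5) for 479 genes, with 1 column per mouse, and FPKM were recovered from it by undoing the logarithm. Mean FPKM over the 12 mice ranged from 0.0236 to 95.6 with a median of 0.89, and 265 genes (55.3%) had a mean under 1 FPKM. Of the 479 genes, 469 had a log2 ratio of mean FPKM between the genotypes beyond 0.5 in size, so the table is a list of genes that differ between these same mice. Tests on it describe the size and spread of each difference, their adjustment covers the 479 genes alone, and they are not independent evidence of a change.
The paper's text states no depth, and depth was estimated from the steps in which the FPKM of low genes rise from read to read. It came to between 18850000 and 24500000 reads in WT mice (median 23330000) and between 19340000 and 23830000 in *Axl-/-Mertk-/-* mice (median 21350000). Separate fits to 150 and to 151 genes differed by at most 0.16% in any library. At these depths, 3 reads on a transcript of 2 kb correspond to between 0.0612 and 0.0796 FPKM.
Genotypes were compared with limma on the deposited log2 values with sex as a covariate and Benjamini-Hochberg adjustment. The thresholds were those of the paper, an adjusted p-value under 0.05 and a log2 fold change beyond 0.5. The added constant of 5 understates the change of low genes. A fall from 1 FPKM to 0 is a log2 change of -0.26 on this scale, and 328 of the 479 genes had both group means under 2.07 FPKM, below which even a fall to 0 stays within 0.5. Mean FPKM and their ratios, which carry no added constant, are given beside the log2 fold changes for this reason. Single genes were also compared by a two-sided exact permutation test of 6 mice against 6. Its smallest possible p over the 924 arrangements is 0.00216. With all mice, genes at that p had 0.00251 after Benjamini-Hochberg adjustment over the 29 genes tested in this way. The 29 include genes picked because their genotypes did not overlap, a choice that fixes their p at the smallest.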

We found that approximately two thirds of the thymic mRNAs whose expression was changed as a consequence of TAM receptor mutation were down-regulated (**Figure 4A**), and many of these mRNAs were specifically associated with macrophages (55) (**Figure 4A**). 

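Of the 479 genes, 313 had a lower and 166 a higher mean FPKM in the *Axl-/-Mertk-/-* thymus, so that 65.3% were lower. In limma on log2(FPKM + 5), 455 genes had an adjusted p-value under 0.05, and 15 genes were lower and 14 higher past both thresholds (51.7% lower). With log2(FPKM + 0.1), the alternative that moved these counts most among those with a test, 244 genes were lower and 141 higher (63.4% lower). The 6 values of one genotype lay entirely below the 6 of the other for 187 genes (39.0%). Chance gives 0.216% per gene without selection, which is no yardstick for a list of genes that differ between these mice.
Among genes past both thresholds without overlap of the genotypes, the largest falls on the log2(FPKM + 5) scale after *Axl* were in *Ablim1*, *Fcna*, *Ccl22* and *Sqrdl*. *Ablim1* fell from 102 ± 4.31 FPKM (SD, n = 6) in WT to 58.3 ± 17.4 (SD, n = 6) in *Axl-/-Mertk-/-* mice. Mutant mouse 220, a female, had 93.3 FPKM and the other 5 mutants between 45.1 and 54.6. *Fcna* fell from 4.94 ± 1.15 to 0.932 ± 0.529 FPKM, and 90 of its 1374 exon bases are shared with an annotated antisense gene. The chemokine gene *Ccl22* fell from 40.3 ± 8.83 to 22.1 ± 3.46 FPKM. The largest rises on that scale were in *Wfdc17*, *Pf4*, *Inafm2*, *Ltk* and *Gpnmb*. *Wfdc17* rose from 7.68 ± 1.69 to 29.1 ± 5.18 FPKM, *Pf4* from 1.63 ± 0.428 to 5.96 ± 0.601 FPKM and *Gpnmb* from 1.498 ± 0.474 to 4.71 ± 1.46 FPKM. *Sqrdl*, *Inafm2* and *Ltk* lie on chromosome 2 at 5.93, 9.95 and 8.95 Mb from *Mertk*, in a stretch that holds 31 genes of the table. *Sqrdl* fell from 8.17 ± 1.21 to 3.33 ± 2.15 FPKM, while *Inafm2* rose from 6.79 ± 0.515 to 14.3 ± 3.49 FPKM. *Ltk* had 0.0817 ± 0.0773 FPKM in WT and 2.73 ± 0.998 FPKM in *Axl-/-Mertk-/-* mice. Each of these genes had the smallest p the exact permutation test can give, which follows from their choice among genes without overlap.

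**Figure D1:**
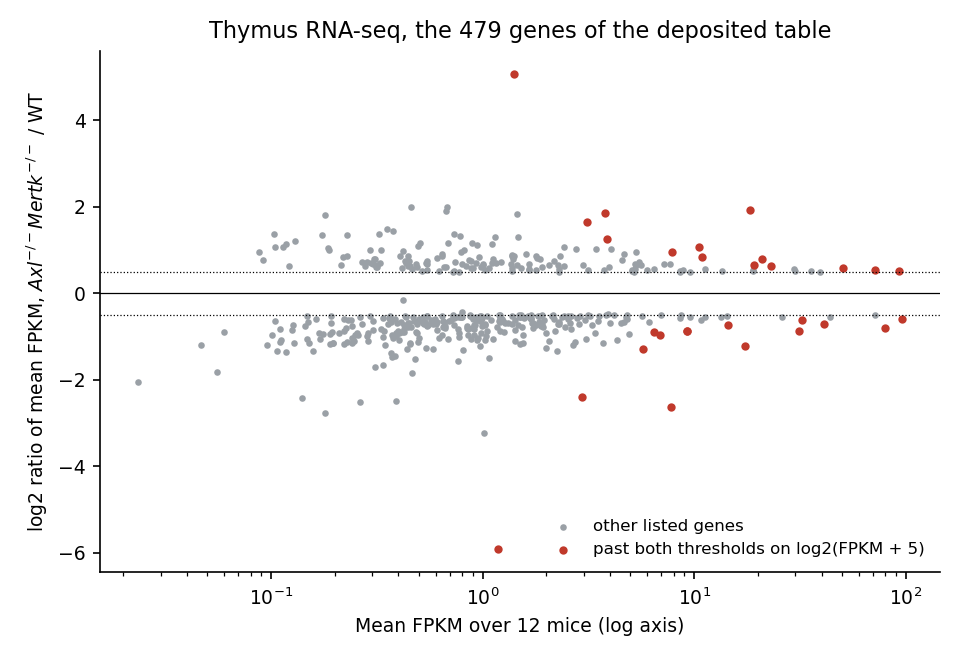
Log2 ratio of mean FPKM (*Axl-/-Mertk-/-* over WT, 6 mice each) against the mean FPKM over the 12 mice on a log axis, with 1 point per gene of the table. Dotted lines mark log2 ratios of 0.5 and -0.5, and red points are the 29 genes past both thresholds on the log2(FPKM + 5) scale.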

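The mutated gene itself was examined first. *Axl* (chromosome 7, 25757273 to 25788705 of mm10) had 13.3 ± 1.83 FPKM (SD, n = 6) in WT and 2.17 ± 0.199 FPKM (SD, n = 6) in *Axl-/-Mertk-/-* mice, a log2 fold change of -1.35 on the log2(FPKM + 5) scale (standard error 0.0509, adjusted p = 3.44e-08, limma) and 16.3% of the WT mean. The 6 *Axl-/-Mertk-/-* libraries had between 1.92 and 2.45 FPKM and the 6 WT libraries between 11.9 and 16.9, so none was out of place. *Mertk* was not analysed here.
*C1qa* (chromosome 4, 136895917 to 136898803), which encodes a chain of complement C1q, had a log2 fold change of -0.48 (standard error 0.117, adjusted p = 0.00426, limma) and stood at 70.7% of its WT mean, with overlap of the genotypes (exact permutation p = 0.0108, adjusted 0.0112). The purinergic receptor genes were lower in every *Axl-/-Mertk-/-* mouse than in any WT mouse. *P2ry2* (chromosome 7, 100996568 to 101012866) had 0.335 ± 0.0374 FPKM in WT and 0.157 ± 0.0619 in *Axl-/-Mertk-/-* mice, *P2ry12* (chromosome 3, 59216272 to 59262871) had 2.22 ± 0.187 and 1.34 ± 0.243 with 9 of its 2546 exon bases shared with a gene on the opposite strand, and *P2ry13* (chromosome 3, 59207892 to 59210882) had 3.55 ± 0.209 and 2.17 ± 0.272. These stood at 46.7%, 60.7% and 61.0% of WT. *Tlr4* (chromosome 4, 66827584 to 66930284) had 0.948 ± 0.194 FPKM in WT and 0.647 ± 0.0595 in *Axl-/-Mertk-/-* mice and overlapped between the genotypes, because 1 WT female had 0.617 FPKM (exact permutation p = 0.0108, adjusted 0.0112). *Siglec1* (chromosome 2, 131069220 to 131086765) had 0.628 ± 0.121 FPKM in WT and 0.283 ± 0.0817 in *Axl-/-Mertk-/-* mice, without overlap. On a transcript of 6387 bases, its FPKM correspond to about 548 reads over the 6 WT and 234 over the 6 *Axl-/-Mertk-/-* libraries. *Siglec1* lies 2.37 Mb from *Mertk*, in the stretch of chromosome 2 that is rich in genes of the table.
On the log2(FPKM + 5) scale, the log2 fold changes of the low genes *P2ry2*, *Tlr4* and *Siglec1* were -0.05, -0.07 and -0.09. With log2(FPKM + 0.1), they were -0.79, -0.47 and -0.94.

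**Figure D2:**
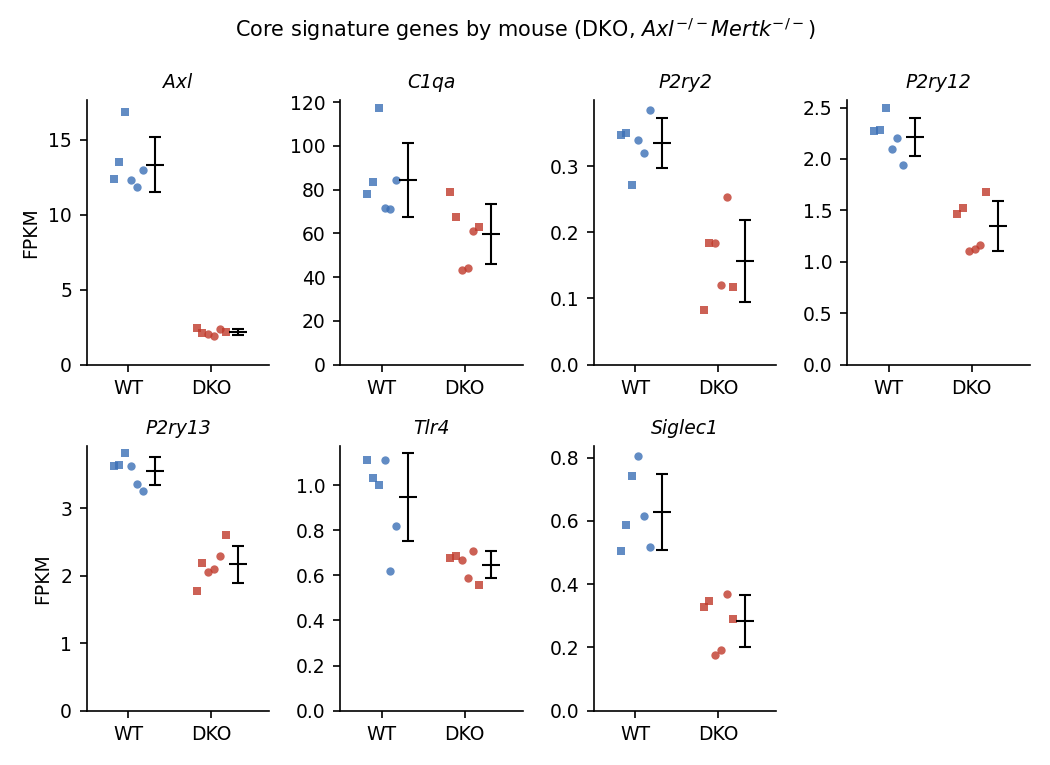
FPKM of 7 core signature genes by mouse in WT (blue) and *Axl-/-Mertk-/-* thymus (red, DKO on the axis), with squares for males and circles for females. Bars give the mean and SD of 6 mice, and the genotypes overlap for *C1qa* and *Tlr4*.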

Prominent among down-regulated transcripts were those corresponding to macrophage core signature genes (55), including the complement protein *C1qa*, the purinergic receptors *P2ry2, 12*, and *13*, the Toll-like receptor *Tlr4*, the macrophage cell adhesion molecule *sialoadhesin* (*Siglec1, CD169* in **Figure 2B**), and of course *Axl* (**Figure 4B**). Interestingly, similar down-regulation was also seen for genes normally associated with splenic macrophages (55), including the solute carrier *Ferroportin-1* (*Slc40a1*), the integrin *Itgad*, the hemoglobin scavenger receptor *Cd163*, and the vascular cell adhesion molecule *Vcam1* (**Figure 4B**). 

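*Vcam1* (chromosome 3, 116109949 to 116129688 of mm10) was the most abundant of these genes, with 51.0 ± 8.13 FPKM (SD, n = 6) in WT and 31.0 ± 3.38 (SD, n = 6) in *Axl-/-Mertk-/-* mice, a log2 fold change of -0.63 (standard error 0.0644, adjusted p = 4.60e-05, limma on log2(FPKM + 5)). An annotated antisense gene shares 61 of its 8870 exon bases. *Slc40a1* (chromosome 1, 45908068 to 45926523) had 10.3 ± 1.77 FPKM in WT and 6.91 ± 2.18 in *Axl-/-Mertk-/-* mice, a log2 fold change of -0.37 (standard error 0.102, adjusted p = 0.00732, limma). *Itgad* (chromosome 7, 128154376 to 128223816) fell from 1.83 ± 0.370 to 0.195 ± 0.0863 FPKM, which is 10.6% of WT and the lowest such share among the genes of the splenic category. *Cd163* (chromosome 6, 124304656 to 124330527) had 0.664 ± 0.176 FPKM in WT and 0.118 ± 0.0442 in *Axl-/-Mertk-/-* mice. *Itgad* and *Cd163* changed by -0.39 and -0.15 on the log2(FPKM + 5) scale and by -2.73 and -1.81 with log2(FPKM + 0.1). Exons of 4 other annotated genes share 388, 330, 102 and 70 of the 4510 exon bases of *Itgad*, and the paper's text does not name whether reads were counted by strand. *Itgad*, *Cd163* and *Vcam1* were lower in every *Axl-/-Mertk-/-* mouse than in any WT mouse.

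**Figure D3:**
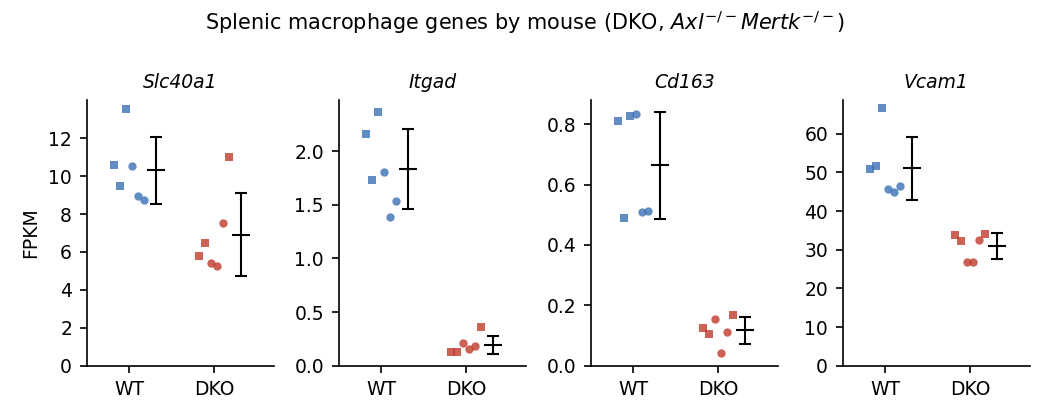
FPKM of 4 splenic macrophage genes by mouse in WT (blue) and *Axl-/-Mertk-/-* thymus (red, DKO on the axis), with squares for males and circles for females. Bars give the mean and SD of 6 mice, and of the 4 genes only *Slc40a1* overlaps between the genotypes.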

Fewer genes annotated as peritoneal macrophage-associated were down-regulated in our RNA-seq survey, and many fewer genes annotated as lung macrophage- or microglial-associated were detected (55) (**Figure 4B**). 

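Of the 10 peritoneal entries of Figure 4B, 5 had a lower and 5 a higher mean FPKM in the *Axl-/-Mertk-/-* thymus. The lower genes stood at between 41.6% and 65.4% of WT and the higher ones at between 161.5% and 364.9%. The 6 lung entries divided into 3 lower, at between 53.5% and 64.7% of WT, and 3 higher, at between 152.6% and 314.5%. One of the lower lung genes, *Ear2*, belongs to a gene family whose members *Ear3* and *Ear12* have identical values in the table, and its own value is uncertain for that reason. In the core signature category 26 entries, among them the mutated *Axl*, were lower and 6 higher, and in the splenic category 20 were lower and 1 higher. The lower core genes ranged up to 70.7% of WT with a median of 60.1%, and the lower splenic genes up to 70.8% with a median of 53.8%. *Ccl24* was entered under both the core and the peritoneal category.

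**Figure D4:**
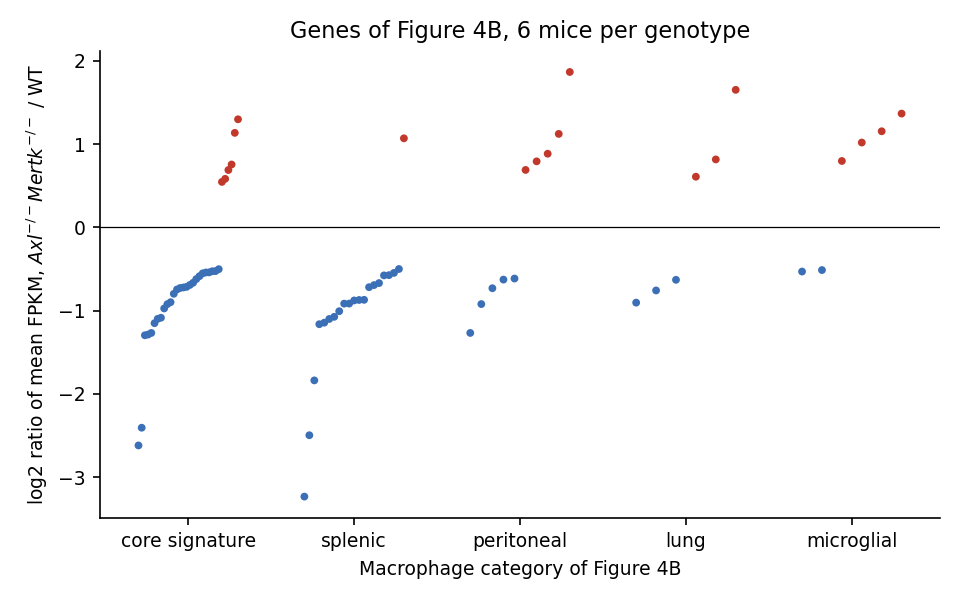
Log2 ratio of mean FPKM (*Axl-/-Mertk-/-* over WT, 6 mice each) of the genes of Figure 4B by macrophage category, in order of the ratio within each category. Blue points are lower and red points higher in *Axl-/-Mertk-/-* mice, and 4 of the 6 microglial genes are higher.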

Importantly, the cohort of down-regulated genes was most prominently linked to macrophage populations that constitutively express high levels of both Mer and Axl and constitutively carry out AC phagocytosis.

**Figure 4:**
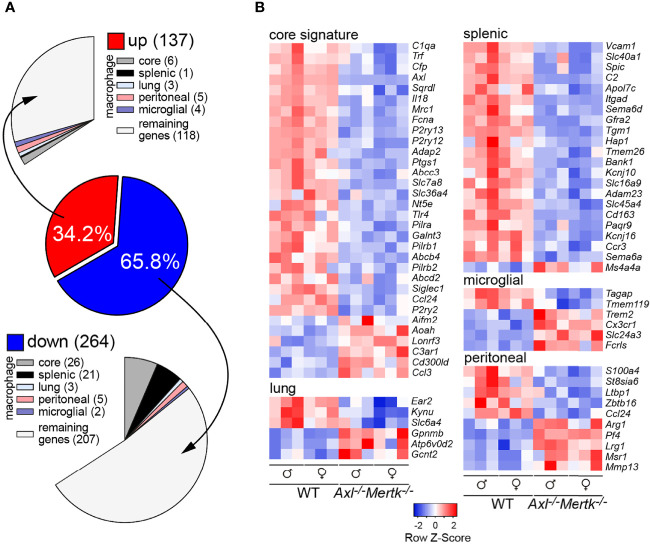
Transcriptomic perturbations in the *Axl^-/-^Mertk^-/-^* thymus. **(A)** Bulk thymic RNA-seq from 1 mo WT and *Axl^-/-^Mertk^-/-^* mice shows 401 differentially expressed genes (DEGs). 137 upregulated and 264 downregulated (adjusted p value < 0.05, log2fold > 0.5) genes in *Axl^-/-^Mertk^-/-^* thymus compared to WT. DEGs between WT and *Axl^-/-^Mertk^-/-^* were compared with the whole set of macrophage core signature genes, and macrophage tissue-specific genes (55). A total of 76 DEGs in the thymus are related to macrophages, with a major contribution from the core signature category (32 DEGs) and the splenic macrophage category (22 DEGs). **(B)** Heatmap of relative expression of DEGs between WT and *Axl^-/-^Mertk^-/-^* thymuses related to macrophages, grouped into the categories of Gautier and colleagues (55) - macrophage core signature genes, lung, splenic, microglial, and peritoneal macrophages genes. n=6 mice per genotype (3 males and 3 females).

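With log2(FPKM + 1) in place of log2(FPKM + 5), 57 of the 479 genes were lower and 51 higher in the *Axl-/-Mertk-/-* thymus past both thresholds. With the threshold on the log2 fold change raised to 1, 1 gene was lower and 1 higher. Within males (3 against 3), 8 genes were lower and 16 higher in limma, and within females 16 were lower and 10 higher. Whether the effect of genotype differed between the sexes was tested as an interaction in limma. No gene had an adjusted p-value under 0.05 (smallest adjusted p = 0.962), and 15 genes had an unadjusted p-value under 0.05. With each mouse left out in turn, the latter number ran from 10 to 40, with 40 without WT male 210 and 23 without mutant female 220. The sample label of WT male 210 alone ends in a b of unstated meaning. Without mutant female 220, 7 genes had an adjusted p-value under 0.05, and without any other mouse there were 0.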

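Of the 76 entries of the heatmap in Figure 4B, 75 were found in the table by their symbol, all 32 of the core signature category and 21 of the 22 of the splenic category. *Slc45a4* was not analysed here. All 75 entries had the direction the figure shows, 56 lower and 19 higher in the *Axl-/-Mertk-/-* thymus. They stand for 74 genes, of which 73 had an adjusted p-value under 0.05 in limma over the table and 73 when adjusted over the list alone, which is not independent evidence because the list was chosen on these mice. The exception was *Aifm2* (adjusted p = 0.0684, limma), a core gene named here after its value was seen. Past both thresholds were 9 genes on the log2(FPKM + 5) scale and 67 with log2(FPKM + 0.1). The genotypes did not overlap for 43 of the 74 genes. The chance value of 0.216% per gene holds without selection and is no yardstick for this list either. *Axl*, a mutated gene whose fall is set by the genotype, is one of the core entries counted here, past both thresholds on both scales and without overlap.
The mean log2(FPKM + 5) over the 26 lower core genes, *Axl* included, differed by -0.28 between the genotypes (WT SD 0.0531, *Axl-/-Mertk-/-* SD 0.0563, n = 6 each, exact permutation p = 0.00216) and over the 20 lower splenic genes by -0.20 (WT SD 0.0539, *Axl-/-Mertk-/-* SD 0.0415, n = 6 each, exact permutation p = 0.00216). With *Axl* left out, an alternative chosen after seeing the data, the other 25 lower core genes differed by -0.24 (WT SD 0.0500, *Axl-/-Mertk-/-* SD 0.0574, n = 6 each, exact permutation p = 0.00216). *Sqrdl* and *Siglec1*, which lie near *Mertk* on chromosome 2, remain among the 25. As the genes were chosen on these mice, the p-values of these means are not independent evidence of a change. The 6 higher core genes differed by 0.12 (exact permutation p = 0.00216), and *Ms4a4a*, the higher splenic gene, also named after its value was seen, by 0.33 (exact permutation p = 0.00866). The paper states that the down-regulated genes were linked above all to macrophages that express Mer and Axl at high levels and take up apoptotic cells at all times.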

Surprisingly, even though our RNA-seq survey was conducted with cells from the thymus, many of the down-regulated genes we identified encode proteins required for the turnover of senescent erythrocytes and the metabolism of hemoglobin and iron – functions specifically carried out by splenic RPMs. These include the transcription factor *Spic* (Spi-C), which is highly enriched in and absolutely required for the differentiation of RPMs (15, 16, 55) (**Figure 4B**). Also down-regulated in the *Axl^-/-^Mertk^-/-^* thymus were the immunoregulator *Sema6d* (Semaphorin 6D), the Neurturin receptor *Gfra2*, the transglutaminase *Tgm1*, the solute transporter *Slc16a9*, and the inwardly rectifying K^+^ channel *Kcnj10*, all of which are also normally enriched in or specific to RPMs (15, 55). 

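*Spic* (chromosome 10, 88674772 to 88685015 of mm10) had 5.11 ± 0.883 FPKM (SD, n = 6) in WT and 2.31 ± 1.007 (SD, n = 6) in *Axl-/-Mertk-/-* thymus, or 45.3% of WT. Its log2 fold change was -0.47 on the log2(FPKM + 5) scale (standard error 0.0789, adjusted p = 0.000781, limma). The WT mice lay between 4.34 and 6.33 FPKM and the mutants between 1.54 and 4.13. Mutant mouse 264, a male, came close to the WT range, and without it the log2 difference was -0.54.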

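*Sema6d* (chromosome 2, 124089969 to 124667770 of mm10) had 1.78 ± 0.263 FPKM (SD, n = 6) in WT and 1.26 ± 0.100 (SD, n = 6) in *Axl-/-Mertk-/-* mice. It lies 4.61 Mb from *Mertk*, in the stretch of chromosome 2 that is rich in genes of the table. *Gfra2* (chromosome 14, 70890120 to 70979838) fell from 1.57 ± 0.158 to 0.856 ± 0.129 FPKM and *Tgm1* (chromosome 14, 55700009 to 55713926) from 1.39 ± 0.0756 to 0.659 ± 0.106 FPKM. An annotated antisense gene shares 182 of the 3162 exon bases of *Tgm1*. *Slc16a9* (chromosome 10, 70245100 to 70285968) fell from 1.03 ± 0.183 to 0.511 ± 0.113 FPKM, and 2 annotated genes on the opposite strand share 491 and 419 of its 3869 exon bases. These 4 genes were lower in every *Axl-/-Mertk-/-* mouse than in any WT mouse. *Kcnj10* (chromosome 1, 172341210 to 172374085) fell from 1.49 ± 0.257 to 0.938 ± 0.196 FPKM, with 1 pair of mice out of order, a WT male at 1.145 and a mutant female at 1.146 FPKM (exact permutation p = 0.00433, adjusted 0.00483). The log2 fold changes of the 5 genes lay between -0.11 and -0.17 on the log2(FPKM + 5) scale, with adjusted p-values from 4.44e-06 for *Tgm1* to 0.00345 for *Kcnj10* (limma).

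**Figure D5:**
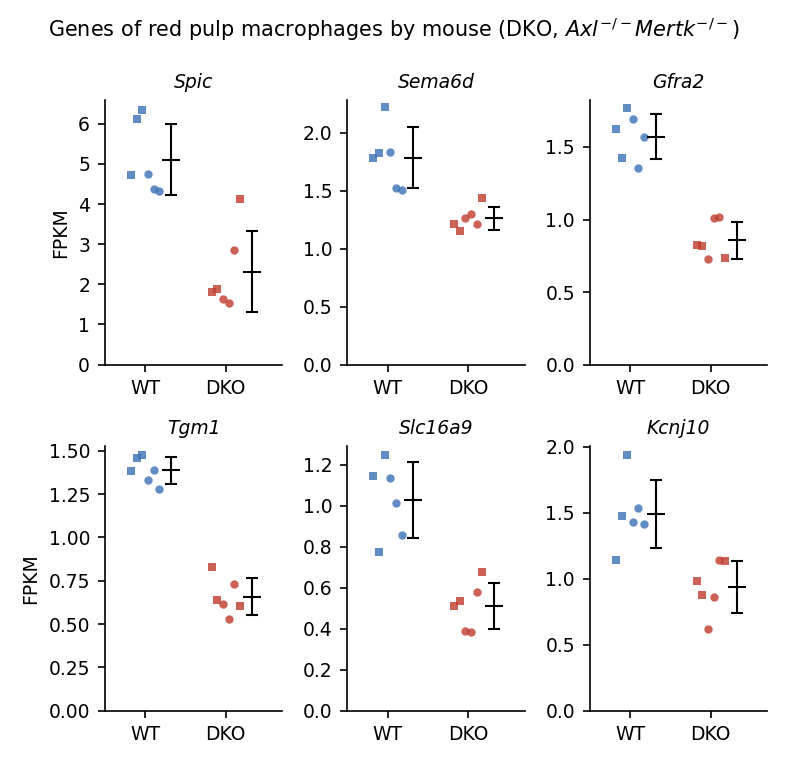
FPKM of *Spic* and of 5 further genes of red pulp macrophages by mouse in WT (blue) and *Axl-/-Mertk-/-* thymus (red, DKO on the axis), with squares for males and circles for females. Bars give the mean and SD of 6 mice, and of these genes only *Kcnj10* overlaps between the genotypes.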

Down-regulated genes tied to iron metabolism include the aforementioned *Slc40a1* and *Cd163*. This unexpected and unusually broad dysregulation of genes associated with RPMs and the handling of heme and hemoglobin is especially relevant to the clinical phenotypes described below.

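Mutant mouse 264 had 11.0 FPKM of *Slc40a1*, above 5 of the 6 WT mice, which lay between 8.72 and 13.6 FPKM. The other 5 mutants had between 5.24 and 7.51 FPKM. The genotypes differed with an exact permutation p of 0.0173 (adjusted 0.0173). Without mouse 264 the log2 difference was -0.46 (adjusted p = 0.00273, exact permutation test), and over all fits that each left out one mouse it lay between -0.46 and -0.31. The group mean stood at 67.1% of WT for *Slc40a1* and at 17.7% for *Cd163*. *Cd163* lay between 0.489 and 0.833 FPKM in WT and between 0.0430 and 0.169 FPKM in the mutants.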

### TAM mutation leads to a body-wide deficit in tissue resident macrophages

The widespread loss of macrophage core signature genes in the *Axl^-/-^Mertk^-/-^* thymus led us to examine the effects of TAM mutation on the representation of distinct macrophage populations in the thymus and also in other tissues. We used flow cytometry to analyze thymic cells from WT, *Axl^-/-^*, *Mertk^-/-^*, and *Axl^-/-^Mertk^-/-^* mice at 1 mo using antibodies against the tissue macrophage marker F4/80 (56) and the integrin CD11b, and identified two populations – F4/80^+^CD11b^lo^ (designated R1) and F4/80^+^CD11b^hi^ (designated R2), which have been described previously (14) (**Figure 5A**). Unexpectedly, the population size of the R1 macrophages, which have been shown to be exceptionally phagocytic in the thymus and liver (14, 57), was dramatically reduced specifically in *Axl^-/-^Mertk^-/-^* mice (**Figures 5A**, **B**). The large R1 reduction we detected was stable over time, and was fully maintained in the adult *Axl^-/-^Mertk^-/-^* thymus at 3 mo (**Supplemental Figure 2A**). Statistically significant diminution of the 1 mo R1 population was not seen in either *Axl^-/-^* or *Mertk^-/-^* single mutants (**Figures 5A**, **B**). The R2 population was less affected at 1 mo, although modest reductions were seen upon *Mertk* mutation. Importantly, we observed that WT R1 macrophages specifically expressed both Axl and Mer, while R2 cells did not (**Figure 5C**). Consistent with their vigorous activity as AC phagocytes, only R1 macrophages also expressed the phagocytic receptor TIM-4 (**Figure 5C**). Similarly, markers tied to highly phagocytic RPMs, including the important hemoglobin-haptoglobin scavenger receptor complex CD163 and the adhesion sialoglycoprotein VCAM1, were also expressed in R1 but not in R2 cells (**Figure 5C**). 

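The mRNAs of *Cd163* and of *Timd4*, which encodes TIM-4, were set against that of *Vcam1* within each thymus. *Timd4* (chromosome 11, 46810800 to 46844332 of mm10) had 3.71 ± 0.284 FPKM (SD, n = 6) in WT and 1.62 ± 0.737 (SD, n = 6) in *Axl-/-Mertk-/-* mice, or 43.7% of WT, where *Vcam1* stood at 60.8%. Per mouse, the log2 value of *Cd163* minus that of *Vcam1* was 0.49 higher in *Axl-/-Mertk-/-* mice on the log2(FPKM + 5) scale (exact permutation p = 0.00216), did not differ detectably with log2(FPKM + 1) (0.13, exact permutation p = 0.242), and fell by 1.10 with log2(FPKM + 0.1) (exact permutation p = 0.00216). With no constant, a scale chosen after seeing the data, it fell by 1.86 (exact permutation p = 0.00216). *Timd4* minus *Vcam1* was 0.23 higher on the log2(FPKM + 5) scale (exact permutation p = 0.0476), and fell by 0.20 with log2(FPKM + 1) (exact permutation p = 0.258) and by 0.54 with log2(FPKM + 0.1) (exact permutation p = 0.0519). With no constant it fell by 0.60 (exact permutation p = 0.039). The constant of 5 exceeds every *Cd163* and *Timd4* value, so these directions depend on the scale.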

Given the phenotypic similarities between R1 macrophages in the thymus and F4/80^+^CD11b^lo^VCAM1^+^ RPMs in the spleen (16, 58), the depletion of the R1 population in *Axl^-/-^Mertk^-/-^* mice almost certainly contributes to the down-regulation of *Cd163*, *Slc40a1*, *Spic*, and other RPM-associated genes that we quantified in our RNA-seq survey (**Figure 4B**).

**Figure 5:**
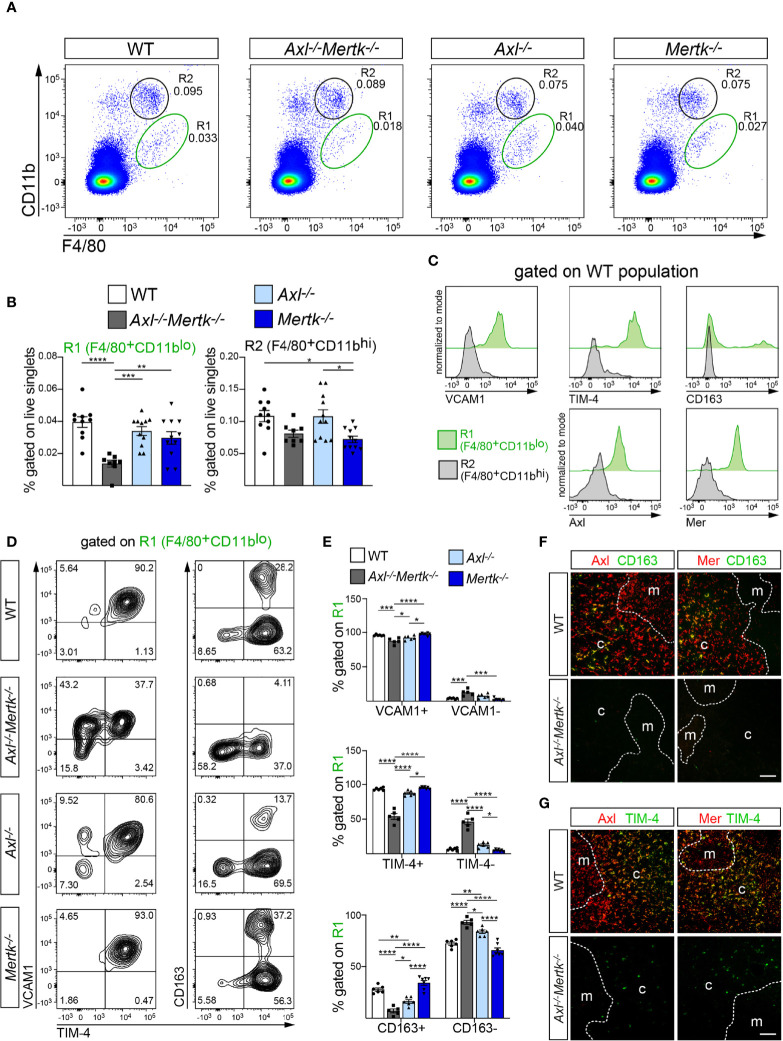
Specific depletion of highly phagocytic macrophages from the *Axl^-/-^Mertk^-/-^* thymus. **(A–E)** Single cell suspensions from 1 mo WT, *Axl^-/-^Mertk^-/-^*, *Axl^-/-^*, and *Mertk^-/-^* thymuses were stained and analyzed by flow cytometry. **(A, B)** Representative cytometry plots **(A)** and quantification **(B)** of F4/80^+^CD11b^lo^ (R1) and F4/80^+^CD11b^hi^ (R2) cells. Frequencies calculated as the percent of live singlet cells. **(C)** Representative histograms indicating macrophage marker expression (VCAM1, TIM-4, CD163, Axl and Mer) in R1 (green) and R2 (grey) populations from WT thymus. VCAM1, TIM4, CD163, Axl and Mer are exclusively expressed in R1. **(D)** Representative cytometry plots of VCAM1, TIM-4 and CD163 expression on F4/80^+^CD11b^lo^ (R1) cells. **(E)** Frequencies of VCAM1^+^ and VCAM1^-^ (top panel), TIM-4^+^ and TIM-4^-^ (middle panel) and CD163^+^ and CD163^-^ (lower panel), calculated as the percent of R1. **(F, G)** Immunohistochemistry of 1 mo WT and *Axl^-/-^Mertk^-/-^* thymic sections illustrate Axl (red) and Mer (red) expression in CD163^+^ (**F**, green) and TIM-4^+^ (**G**, green) cells in WT mice. Note marked reduction of CD163 and TIM-4 expression in *Axl^-/-^Mertk^-/-^* thymus. Distinction between cortex **(c)** and medulla (m) based on nuclear density with Hoechst staining. **(F, G)** Representative images from n = 2-3 mice per genotype. All scale bars, 100μm. **(B, E)** Graphs are mean ± SEM from at least 3 independent experiments. Each data point represents a separate mouse: **(B)** n = 8-11 mice per genotype, **(E)** n = 5-7 mice per genotype. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p <0.0001. One-way ANOVA followed by Tukey’s multiple comparison test.

As noted above, nearly all R1 macrophages are VCAM1^+^TIM-4^+^ in the WT thymus. While VCAM1 expression was only modestly reduced in *Axl^-/-^Mertk^-/-^* mice, approximately half of the double mutant R1 population lost expression of TIM-4 (**Figures 5D**, **E**). Similarly, while CD163^+^ cells accounted for ~30% of the WT thymic R1 population, the expression of this marker was nearly undetectable in the same population in the *Axl^-/-^Mertk^-/-^* thymus (**Figures 5D**, **E**). This deficit in cells expressing key phagocytic receptors is again consistent with the large number of ACs that accumulate in the *Axl^-/-^Mertk^-/-^* thymus. IHC analyses indicated that while CD163 was expressed by a subset of Axl^+^Mer^+^ cells in the cortex (**Figure 5F**), TIM-4 was expressed by essentially all of these cells (**Figure 5G**).

Very importantly, these deficits in the thymic R1 population were also seen in other tissues. In the 1 mo spleen, where the major R1 population is comprised of RPMs (16, 58), we quantified a >60% reduction in this population in *Axl^-/-^Mertk^-/-^* mice relative to WT (**Figures 6A**, **B**). Splenic R1 macrophages were also reduced in *Axl^-/-^* and *Mertk^-/-^* single mutants, albeit more modestly so (**Figure 6B**). As seen in the thymus, the *Axl^-/-^Mertk^-/-^* R1 reduction in the spleen was maintained at 3 mo (**Supplemental Figure 2B**). As also seen in the thymus, all splenic R1 macrophages were strongly positive for Axl and Mer, and also for VCAM1 and TIM-4, whereas splenic R2 cells were not (**Figure 6C**). A large fraction of splenic R1 cells were similarly positive for the hemoglobin receptor CD163, whereas R2 cells were negative (**Figure 6C**). Within the depleted R1 population of the *Axl^-/-^Mertk^-/-^* spleen, the expression of both TIM-4 and CD163 was, as in the thymus, very substantially reduced at both 1 mo (**Figures 6D**, **E**) and 3 mo (**Supplemental Figure 2C**).

**Figure 6:**
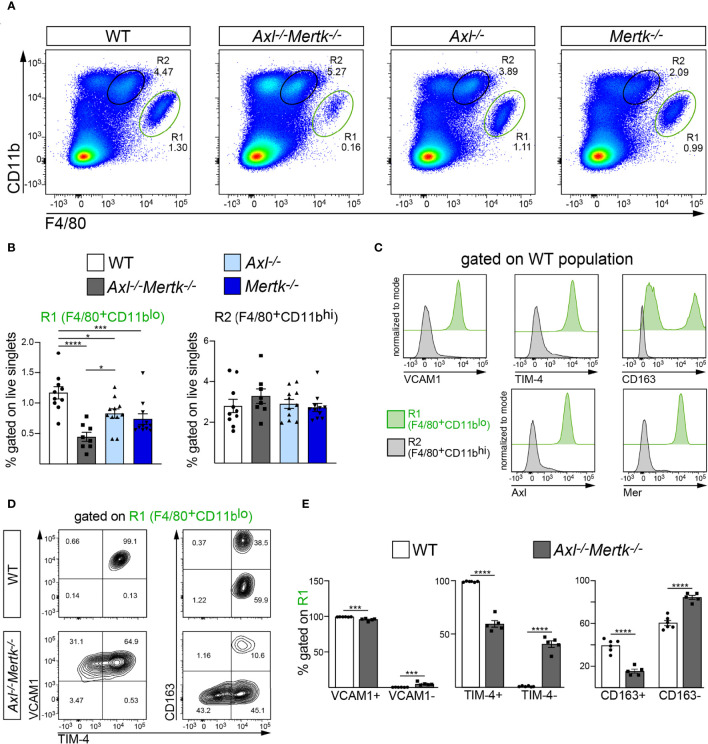
Specific depletion of red pulp macrophages from the *Axl^-/-^Mertk^-/-^* spleen. **(A–E)** Single cell suspension from 1 mo WT, *Axl^-/-^Mertk^-/-^*, *Axl^-/-^*, and *Mertk^-/-^* spleens were stained and analyzed by flow cytometry. **(A, B)** Representative cytometry plots **(A)** and quantification **(B)** of F4/80^+^CD11b^lo^ (R1, red pulp macrophages) and F4/80^+^CD11b^hi^ (R2) cells. Frequencies calculated as the percent of live singlet cells. **(C)** Representative histograms indicating macrophage marker expression (VCAM1, TIM-4, CD163, Axl and Mer) in R1 (green) and R2 (grey) populations from WT spleen. VCAM1, TIM4, CD163, Axl and Mer are exclusively expressed in R1. **(D)** Representative cytometry plots of VCAM1, TIM-4 and CD163 expression on F4/80^+^CD11b^lo^ (R1) cells, in WT and *Axl^-/-^Mertk^-/^* ^-^ mice. **(E)** Frequencies of VCAM1^+^ and VCAM1^-^ (left panel), TIM-4^+^ and TIM-4^-^ (middle panel) and CD163^+^ and CD163^-^ (right panel), calculated as the percent of R1. **(B, E)** Graphs show mean ± SEM from at least 3 independent experiments. Each data point represents a separate mouse: **B**, n=8-11 mice per genotype; **E**, 5-6 mice per genotype. *p < 0.05, ***p < 0.001 and ****p <0.0001. **B**, One-way ANOVA followed by Tukey’s multiple comparison test. **E**, Unpaired *t*-test.

Bone marrow macrophages (BMM) share the same developmental origin and display many of the phenotypic features of splenic RPMs. These macrophages are also defined as F4/80^+^CD11b^lo^VCAM1^+^ cells, express Mer and CD163, and require the transcription factor Spi-C for their development (58, 59). Using the same gating strategy that we employed in the thymus and spleen, we again quantified a marked reduction in the BMM R1 macrophage population in *Axl^-/-^Mertk^-/-^* mice relative to WT (**Supplemental Figures 3A**, **B**). We found that this R1 population normally expressed not only Mer but also Axl, and that in close correspondence with the thymus and spleen, it was also strongly positive for TIM-4 and VCAM1 and similarly fractionally positive for CD163 (**Supplemental Figure 3C**).

These R1 macrophage populations in the thymus, splenic red pulp, and bone marrow are distinctive. First, they highly express both Mer and Axl. (The Kupffer cells of the liver, which are also F4/80^+^CD11b^lo^ and highly phagocytic, are a similar population (40).) This is in contrast to most TRMs, which are strongly positive for Mer but only very weakly positive for Axl in the absence of stimulation (15, 39). Second, and again in contrast to most TRMs, the Axl^+^Mer^+^ cells of the thymus, spleen, and bone marrow all carry out routine (continuous) phagocytosis that extends from months to years. The R1 deficits described above may be specific to these important Axl^+^Mer^+^ highly phagocytic macrophages, since we did not detect a significant difference in the representation of brain microglia, which are Axl^-^Mer^+^ (15, 28, 30) and are not engaged in continuous routine phagocytosis (30), between WT and *Axl^-/-^Mertk^-/-^* mice (**Supplemental Figures 3D**, **E**). 

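In the thymus, *Trem2* had 1.82 ± 0.434 FPKM (SD, n = 6) in WT and 3.69 ± 1.20 (SD, n = 6) in *Axl-/-Mertk-/-* mice, *Cx3cr1* had 1.013 ± 0.169 and 1.76 ± 0.256, *Slc24a3* had 0.552 ± 0.0809 and 1.23 ± 0.286, and *Fcrls* had 0.181 ± 0.0504 and 0.467 ± 0.146. The genotypes did not overlap for *Cx3cr1* and *Slc24a3*. *Slc24a3* lies on chromosome 2 within 20 Mb of *Mertk*, and 78 of the 4505 exon bases of *Cx3cr1* are shared with an annotated antisense gene. The microglial entries with lower values were *Tagap*, with 2.5003 ± 0.271 FPKM in WT and 1.73 ± 0.240 in *Axl-/-Mertk-/-* mice, and *Tmem119*, with 2.00 ± 0.224 and 1.403 ± 0.287. *Tagap* stood at 69.3% and *Tmem119* at 70.15% of WT, each without overlap of the genotypes. An annotated gene on the opposite strand shares 716 of the 3080 exon bases of *Tagap*.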

As noted above, we also did not detect a substantial reduction in the expression of microglia-annotated genes by RNA-seq (**Figure 4B**). Together, these findings indicate that mutation of Axl and Mer leads not only to the loss of these two important phagocytic receptors, but also to a large decrease in the number of highly phagocytic F4/80^hi^CD11b^lo^ macrophages within multiple tissues. Even further, it results in markedly diminished expression of other phagocytic receptor systems – including those anchored by TIM-4 and CD163 – in the reduced number of R1 macrophages that remain in all of these double mutant tissues.

### TAM mutation results in dysregulation of iron metabolism and anemia

The unexpected observations detailed above, including the reduction in CD163 and TIM-4 expression in the depleted R1 populations of the *Axl^-/-^Mertk^-/-^* thymus and spleen, suggested that TAM receptor mutants may exhibit unanticipated phenotypes related to their observed deficits in routine phagocytosis. We therefore examined the possible consequences of RPM depletion in the *Axl^-/-^Mertk^-/-^* spleen. Among the best-studied functions of RPMs is the phagocytosis of senescent and damaged erythrocytes, and the metabolism of their hemoglobin- and iron-laden contents (17–19). Indeed, these splenic macrophages are among the most active mammalian phagocytes, since in humans exhausted erythrocytes are generated at a rate of ~2 x 10^6^/second (60). RPM deficiencies and the dysregulation of erythrocyte phagocytosis have multiple sequelae for iron handling (16, 61). We therefore analyzed WT, *Axl^-/-^*, *Mertk^-/-^*, and *Axl^-/-^Mertk^-/-^* spleens using the potassium ferrocyanide Perls Prussian blue reaction, a sensitive histological stain for protein-bound ferric iron (62). We detected abundant (normal) Prussian blue deposits in the red pulp of WT, *Axl^-/-^*, and *Mertk^-/-^* spleens, corresponding to macrophage sequestration of Fe^3+^ iron (**Figure 7A**). In marked contrast, these iron deposits were undetectable in the *Axl^-/-^Mertk^-/-^* red pulp (**Figure 7A**). Accumulation of ferric iron in the liver, another important tissue with respect to iron homeostasis (63), was not observed in any genotype (**Figure 7A**).

**Figure 7:**
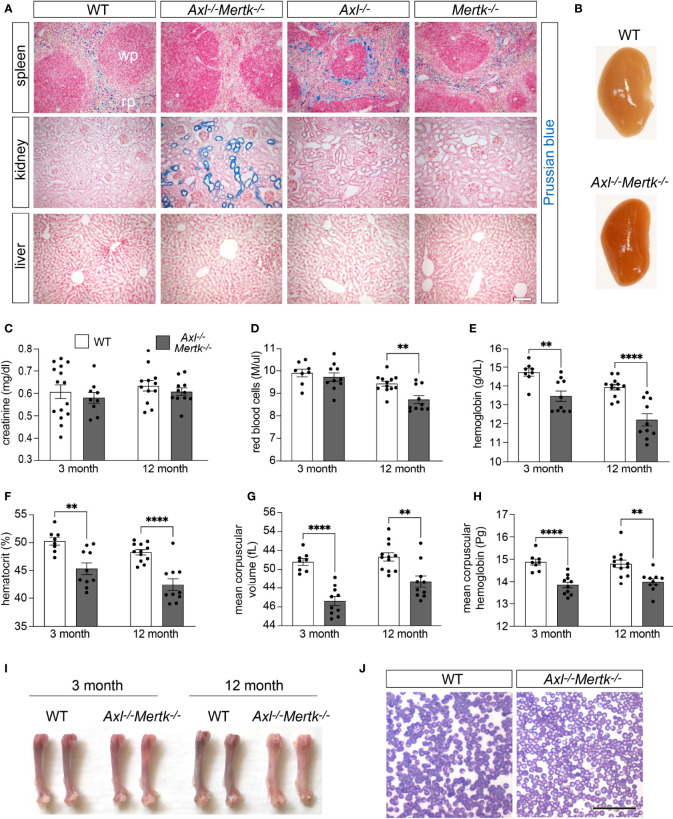
Perturbations in iron metabolism in *Axl^-/-^Mertk^-/-^* mutants. **(A)** Representative images of Prussian blue staining (iron detection) in spleen, kidney, and liver sections from 3 mo WT, *Axl^-/-^Mertk^-/-^*, *Axl^-/-^*, and *Mertk^-/-^* mice. The lack of Prussian blue staining in the splenic red pulp (RP), and the staining of the kidney tubules in *Axl^-/-^Mertk^-/-^* mice indicate a defect in iron handling in the double mutants. **(B)** Representative images of kidneys from 3 mo WT and *Axl^-/-^Mertk^-/-^* perfused mice, show differences in kidney coloration. **(C)** Serum creatinine, **(D)** red blood cell concentration, **(E)** hemoglobin concentration, **(F)** hematocrit, **(G)** mean corpuscular volume, and **(H)** mean corpuscular hemoglobin, measured in adult (3 mo) and mature (12 mo) WT and *Axl^-/-^Mertk^-/-^* mice. **(I)** Representative image of femur bones from two separate mice per group. *Axl^-/-^Mertk^-/-^* mice show pale bone marrow compared to WT at 12 mo. **(J)** Representative image of blood smears at 12 mo (rapid panoptic staining) shows pale red blood cells in *Axl^-/-^Mertk^-/-^* mice. **(A, B, J)** Representative images from n=2-3 mice per genotype. Scale bars: **A**, 100 μm and **J**, 50μm. **(C–H)** Graphs are mean ± SEM from n=8-15 mice per genotype. Each data point represents one separate mouse **p < 0.01 and ****p <0.0001. Unpaired *t*-test.

The absence of significant iron sequestration in the *Axl^-/-^Mertk^-/-^* spleen is almost certainly due to two deficiencies, the first of which is the defective clearance of senescent erythrocytes. As has been seen in other mouse mutants that lack a normal complement of RPMs (61), we hypothesized that these uncleared erythrocytes eventually rupture and release their hemoglobin and heme into the *Axl^-/-^Mertk^-/-^* circulation. In this setting, and also following intravascular hemolysis and induced hemolytic anemia, iron has been shown to be retained by the epithelial cells of the proximal tubules of the kidney (64, 65). Consistent with these earlier observations, we found that anomalous Prussian blue staining appeared specifically in the proximal tubules of the *Axl^-/-^Mertk^-/-^* kidney (**Figure 7A**). The abnormal deposition of iron in the kidneys of the *Axl^-/-^Mertk^-/-^* double mutants resulted in an obvious increased redness of the entire organ (**Figure 7B**). Although high levels of iron can compromise renal function (64), *Axl^-/-^Mertk^-/-^* mice did not display a significant deficit in kidney filtration function as measured by creatinine levels in the circulation (**Figure 7C**).

The second deficiency that contributes to iron deposition in the *Axl^-/-^Mertk^-/-^* kidney is the widespread loss of macrophage CD163 documented above (**Figures 5D**, **E**). This receptor is one of the principal scavenging systems for cell-free hemoglobin (Hb). Free hemoglobin is bound by haptoglobin (Hp), and Hb-Hp complexes are transported to macrophages, where they are recognized by macrophage CD163 and then internalized by endocytosis (66). Both acute hemolysis and the absence of Hp (in *Hp^-/-^* mice) also result in the deposition of ferric iron in the proximal tubules of the kidneys (65, 67), as we have observed in *Axl^-/-^Mertk^-/-^* mice (**Figure 7A**).

The activities of the macrophages that are reduced in the splenic red pulp and the bone marrow of *Axl^-/-^Mertk^-/-^* mice, including their ability to recycle iron from senescent red blood cells, are also essential to erythropoiesis (68). We therefore asked whether the double mutants exhibited deficits in erythropoiesis by measuring multiple hematological parameters in the circulation. We found that hemoglobin concentration (**Figure 7E**), hematocrit (**Figure 7F**), mean corpuscular volume (**Figure 7G**), and mean corpuscular hemoglobin (**Figure 7H**) were all consistently reduced in *Axl^-/-^Mertk^-/-^* mice at both 3 mo and 1 year. At the latter time, erythrocyte concentration was also reduced in the double mutants (**Figure 7D**), consistent with a possible worsening of erythropoiesis with age in these mice. In keeping with this possibility, the large bones of *Axl^-/-^Mertk^-/-^* mice were significantly paler than their WT counterparts at 1 year (**Figure 7I**), and individual *Axl^-/-^Mertk^-/-^* erythrocytes were far less intensely stained in blood smears owing to the deficit in mean corpuscular hemoglobin (**Figure 7J**). Together, these deficits, which have not been previously described, indicate that *Axl^-/-^Mertk^-/-^* mice suffer from hypochromic microcytic anemia, which most commonly results from decreased iron reserves in the body.

### Continuous death of phagocytic macrophages in TAM mutant tissues

The pleiotropic deficits in RPM number and function we detected in the *Axl^-/-^Mertk^-/-^* spleen were not due to an inability of the progenitors of these cells to respond to Fe^3+^-bound heme (hemin), which is a key signal that drives their differentiation. It is well-established that the development of RPMs, from either monocytes *in vivo* or bone-marrow derived macrophages (BMDM) *in vitro*, is dependent on heme-mediated induction of the transcription factor Spi-C and other differentiation drivers (25, 58, 69). When we assessed the ability of hemin to induce expression of mRNAs encoding the RPM markers *Spic*, *Treml4*, *Slc40a1*, and *Hmox1* in BMDM, we detected no difference in the level of induction of these mRNAs in WT versus *Axl^-/-^Mertk^-/-^* cells (**Figure 8A**).

**Figure 8:**
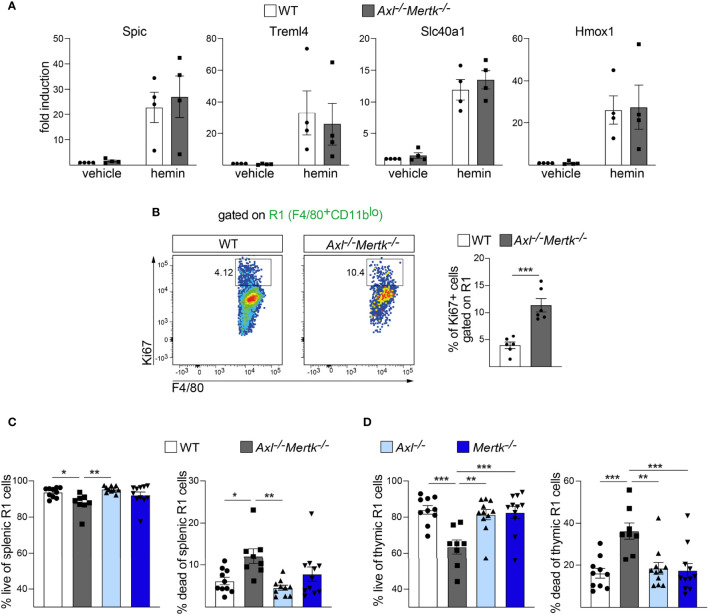
Normal heme regulation but continuous birth and death in *Axl^-/-^Mertk^-/-^* macrophages. **(A)** Relative gene expression in WT versus *Axl^-/-^Mertk^-/-^* bone-marrow-derived macrophages stimulated *in vitro* for 4 days with hemin (40μM) or vehicle. Graphs are means ± SEM from 4 independent experiments. **(B)** Representative cytometry plots (left) and quantification (right) of Ki67^+^ cells gated on the splenic F4/80^+^CD11b^lo^ (R1) macrophage population from 1 mo WT and *Axl^-/-^Mertk^-/-^* mice. Frequencies calculated as the percent of R1. Graph is mean ± SEM from 2 independent experiments, n=6 mice per genotype. Each data point represents a separate mouse. **(C)** The splenic F4/80^+^CD11b^lo^ (R1) macrophage populations from 1 mo WT, *Axl^-/-^*, *Mertk^-/-^*, and *Axl^-/-^Mertk^-/-^* mice were further segregated into Hoechst^-^ (live) and Hoechst^+^ (dead) populations and quantified by flow cytometry. **(D)** The thymic F4/80^+^CD11b^lo^ (R1) macrophage populations from 1 mo WT, *Axl^-/-^*, *Mertk^-/-^*, and *Axl^-/-^Mertk^-/-^* mice were further segregated into Hoechst^-^ (live) and Hoechst^+^ (dead) populations and quantified by flow cytometry. Graphs in **C** and **D** show mean ± SEM from at least 3 independent experiments. Each data point represents a separate mouse (n=8-11 mice per genotype). **(A)** Two-Way ANOVA, **(B–D)** One-way ANOVA followed by Tukey’s multiple comparison test. *p < 0.05, **p < 0.01, and ***p < 0.001.

RPM deficits in *Axl^-/-^Mertk^-/-^* mice instead appear to result from one of the best known functions of Axl and Mer – the ability of these RTKs to function as cell survival factors (1, 70, 71). When we assayed splenic R1 (F4/80^+^CD11b^lo^) macrophages for the fraction of cells expressing the cell proliferation marker Ki67 (72), we were surprised to detect ~3-fold more Ki67^+^ cells in *Axl^-/-^Mertk^-/-^* as compared to WT mice (**Figure 8B**). Remarkably, we found that this elevated Ki67 expression was coupled to the continuing death of RPMs in the *Axl^-/-^Mertk^-/-^* spleen. At 1 mo, the number of dead F4/80^+^CD11b^lo^ (R1) macrophages was elevated 2-fold in *Axl^-/-^Mertk^-/-^* mice relative to WT (**Figure 8C**). Consistent with TAM expression in this population and with the results presented above, this increase was only seen in the *Axl^-/-^Mertk^-/-^* spleen, and did not develop in *Axl^-/-^* or *Mertk^-/-^* single mutant mice (**Figure 8C**). Although some of these dead cells may accumulate due to defective phagocytosis, the continuing elevated proliferation of the splenic *Axl^-/-^Mertk^-/-^* R1 population argues that Axl and Mer also function as survival factors for these cells. We similarly measured a 2-fold steady-state increase in the level of dead F4/80^+^CD11b^lo^ macrophages in the double mutant thymus, but not in the *Axl^-/-^* or *Mertk^-/-^* thymus, at 1 mo (**Figure 8D**). Together these results indicate that the population of highly phagocytic macrophages is continuously dividing and dying in *Axl^-/-^Mertk^-/-^* tissues, without ever displaying a normal complement of end-stage phagocytic effectors.

## Discussion

The TAM receptors Mer and Axl, in concert with their ligands Gas6 and Pros1, are firmly established as critical mediators of the phagocytosis of ACs by macrophages (1, 4–6) and of the macrophage clearance of cellular debris and components that display the apoptotic eat-me signal PtdSer (28, 35, 73). Indeed, this tripartite apparatus is among the most powerful AC clearance pathways in the immune system (4). Remarkably, however, the role that TAM signaling might play during normal postnatal T cell selection in the developing thymus, when large numbers of ACs are generated, has not been previously investigated. Although earlier analyses have found that TAM receptor expression is required to handle the very large number of cells that are artificially killed in the thymus after high-dose administration of dexamethasone (5, 33), our results demonstrate that Mer and Axl are together required for the clearance of the apoptotic thymocytes that are generated naturally during the normal course of postnatal T cell differentiation and maturation.

While the dramatic accumulation of ACs that we document in the *Axl^-/-^Mertk^-/-^* thymus is consistent with earlier work in other tissues, our new results indicate that this pile-up of dead cells, in both the thymus and elsewhere, is not simply due to the loss of these phagocytic receptors alone. We additionally find that *Axl* and *Mertk* double mutation leads to the depletion of >50% of highly phagocytic F4/80^+^CD11b^lo^ macrophages (14), which execute PtdSer-dependent AC engulfment in the thymus, spleen, bone marrow, and probably other tissues as well. Our results suggest that this depletion, which has not been previously detected, is tied to the well-described ability of Axl and Mer to functions as survival drivers for many different cancer cells (71, 74, 75). Exacerbating this deficit even further, we find that the expression of TIM-4, CD163, and other engulfment and scavenger mediators is dramatically reduced in the depleted population of F4/80^+^CD11b^lo^ cells that remains. 

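In the thymus RNA-seq, *C1qa* had 84.4 ± 17.0 FPKM (SD, n = 6) in WT and 59.6 ± 13.8 (SD, n = 6) in *Axl-/-Mertk-/-* mice. *C1qb* and *C1qc* were not analysed here. By mouse, the 6 WT thymuses had 71.4, 71.9, 77.8, 83.7, 84.2 and 117 FPKM, and the 6 mutant thymuses had 43.3, 44.0, 61.3, 62.9, 67.4 and 78.7 FPKM. The highest value came from a WT male that stood apart from the other WT mice. Without that mouse the log2 difference on the log2(FPKM + 5) scale was -0.38 (adjusted p = 0.0303, exact permutation test).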

Consistent with this observation is the fact that (a) CD163 expression has previously been found to be specifically associated with Mer expression in cultured ‘M2c-like’ human macrophages (76), and (b) enhanced Mer expression in mouse macrophages has previously been seen to be associated with enhanced expression of the phagocytosis mediator C1q (77, 78), whose mRNA was reduced in the *Axl^-/-^Mertk^-/-^* thymus in our RNA-seq survey. Although our findings of TAM regulation of multiple phagocytosis mediators appear to extend to many other highly phagocytic Axl^+^Mer^+^ macrophages, in earlier studies we and others found that TIM-4 expression in peritoneal macrophages, which express Mer but little or no Axl (15, 39), is unaffected by *Mertk^-/-^* single mutation (79) or *Axl^-/-^Mertk^-/-^* double mutation (29). In any event, it is clear that with respect to phagocytosis, many of the macrophages in *Axl^-/-^Mertk^-/-^* mutants suffer from a previously unrecognized ‘triple whammy’ of engulfment deficits.

The tissue-resident macrophages that are specifically depleted upon combined mutation of *Mertk* and *Axl* are unusual. They are distinguished by their high steady-state expression of both receptors, and by the continuous use of the TAM system to phagocytically clear ACs and PtdSer-displaying organelles over months and years. For example, a new bolus of tens of billions of exhausted erythrocytes (whose lifespan is ~120 days) is cleared by splenic RPMs during every day of mammalian life (80, 81). Similarly, at every cycle of erythropoiesis to replace these red blood cells, the nuclei of newly born erythrocytes, which are surrounded by a PtdSer-rich membrane, are extruded and phagocytically engulfed by resident macrophages in the mammalian bone marrow (82). And as demonstrated above, the apoptotic thymocytes generated during T cell selection in the thymus are continuously cleared by tissue-resident macrophages. In contrast to most peritoneal macrophages, microglia, and blood monocytes, which express abundant Mer but only very low levels of Axl (15, 28, 55), the R1 macrophages that perform continuous PtdSer-dependent phagocytosis in the thymus, spleen, and bone marrow are strongly positive for both TAM receptors. Alveolar macrophages of the lungs, which must carry out this phagocytosis with nearly every inspiration, are also strongly positive for both Axl and Mer (39); as are Kupffer cells of the liver (40), which are also continuously active phagocytes (83).

The multifaceted deficits in phagocytic cells and phagocytic receptor systems that develop in the *Axl^-/-^Mertk^-/-^* mutants – including the pronounced pile-up of ACs and the elevated expression of multiple inflammatory cytokines - have a series of previously unrecognized consequences for these mice. These include the marked perturbations in iron metabolism documented above. Our data indicate that *Axl^-/-^Mertk^-/-^* mice do not efficiently clear senescent erythrocytes or normally sequester heme-complexed iron (probably *via* CD163) in the spleen. They instead display ferric iron sequestration in the kidney, exhibit reduced hemoglobin, hematocrit, mean corpuscular volume, and mean corpuscular hemoglobin in the circulation, and are very broadly anemic. Although mouse mutants in the *Axl* and *Mertk* genes were first generated over 20 years ago (2, 20, 84), none of the above phenotypes have heretofore been reported. These mutants therefore continue to offer surprises. The fact that the Axl^+^Mer^+^F4/80^+^CD11b^lo^ highly phagocytic macrophage population is continuously churning (dividing and dying) and severely reduced in many, perhaps all, tissues in the double mutants has also not been recognized heretofore. It suggests that Axl and Mer are coordinately required for the maintenance of these important cells throughout life.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO) database under the accession number GSE192363.

## Ethics statement

The animal study was reviewed and approved by Salk Institute Institutional Animal Use and Care Committee.

## Author contributions

LJ-G designed and performed experiments in all sections of the paper, CM performed initial analyses of TAM receptor expression in the postnatal thymus, PB assisted with histology and immunohistochemistry, YH enabled both microglia isolation and immunohistochemical studies, MNS performed bioinformatic analyses, GL conceived the study and wrote the initial draft of the paper. All authors contributed to the article and approved the submitted version.

## Funding

Supported by grants from the US National Institutes of Health (RF1 AG060748 and R01 AI101400 to GL, and P30 CA014195 and S10-OD023689 to the Salk Institute), the Leona M. and Harry B. Helmsley Charitable Trust (to the Salk Institute); and by postdoctoral fellowships from the Fundación Alfonso Martín Escudero and the Nomis foundation (to LJ-G). The authors declare that this study received funding from Ferring Pharmaceuticals. The funder was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication.

## Acknowledgments

We thank Joseph Hash for technical assistance, Caz O’Connor for advice on flow cytometry analysis and experimental design and for management of the Salk Institute flow cytometry core, Nasun Hah for assistance with RNA sequencing, Antonio Castrillo for advice on macrophage characterization, and members of the Lemke lab and the Nomis Center for discussions.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

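Thymus RNA of 12 mice was analysed, from 6 WT and 6 *Axl-/-Mertk-/-* mice at 1 month of age, with 3 males and 3 females of each genotype. Mice were assigned to genotype and sex from the sample labels, whose numbers of mice match the methods of the paper. Each mouse is 1 replicate, and no mouse was left out of the main analysis. The label of WT male 210 alone ends in a b, whose meaning the paper's text does not state. This mouse was kept as 1 replicate. When it was left out as an alternative, 19 genes were lower and 19 higher past both thresholds, against 15 and 14 with all mice.
The authors made stranded mRNA libraries from 500 ng RNA, sequenced them as single reads of 50 bases, mapped the reads to mm10 with STAR, normalized reads over the exons of the top isoform of each gene to FPKM with HOMER, and called differentially expressed genes from raw exon counts with DESeq2 with sex as a confounding variable. The table they deposited holds log2 values, log2(FPKM + 5), of 479 genes. Undoing this logarithm gives FPKM with 3 decimals and 5 values at 0. The paper's text does not name the rule that selected the 479 genes, the annotation, or whether reads were counted by strand. Raw counts were not used here, so a test for normalized values on a log scale took the place of the count model.
From the deposited values, FPKM were recovered and summarised as mean, SD and range per genotype. Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, sex as a covariate) on log2(FPKM + 5) with Benjamini-Hochberg adjustment over the 479 genes. A gene counted as changed with an adjusted p-value under 0.05 and a log2 fold change beyond 0.5. The fit was tested on simulated data of 479 genes with 200 changed genes. It recovered 200 of the 200, called 0 unchanged genes past both thresholds, and gave 8 unchanged genes an adjusted p-value under 0.05. The simulated changes were of 1 on the log2 scale (median 0.998 in the raised genes). In the real data, 1 gene was lower and 1 higher past a log2 fold change of 1. Recovery of changes as small as most of those present was not tested. Single genes and scores were compared with two-sided exact permutation tests over all 924 arrangements. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these tests and for the figures.
Depth was estimated from the values. In a library, the FPKM of a gene are whole multiples of the value of 1 read, which depends on the depth and on the length of the transcript. The depth under which low values become whole numbers was found with 150 genes and checked with 151 others. Of these others, 33.11% had values close to whole numbers of reads at the fitted depths, against a mean of 4.89% and at most 11.92% in 200 draws of shifted depths. On 12 simulated libraries, the estimate was off by at most 0.04%. Read numbers obtained in this way cover counting error only.
The genes named were chosen by a rule fixed, like the thresholds, the marker lists and the alternatives not said to be added later, before the data were examined. They are the genes that the paper names and the table holds, 20 of 39, and the 5 genes with the largest fall and the 5 with the largest rise in log2 fold change among those past both thresholds whose genotypes do not overlap. The genes of Figure 4B are given as counts and ranges, and any further gene was chosen after its values were seen. Gene positions are those of GENCODE vM21 on mm10, in which 472 of the 479 symbols were placed and 7 were not. Genes near *Axl* and *Mertk* were counted within 10 Mb on each side, with the mutated genes left out, and compared with every other stretch of as many consecutive protein-coding genes. These stretches overlap each other.
The alternatives tried were constants of 1 and 0.1 in the logarithm, a minimum mean of 1 FPKM, no sex covariate, an intensity trend in limma, a threshold of 1, each sex alone, permutations within sex, leaving out each mouse in turn, and windows of 5 and 20 Mb or of all annotated genes. Marker lists for 13 cell types or states were compared with the table, for mature red pulp and iron-recycling macrophages, lipid-laden macrophages, proliferation, erythroid cells, NK and innate T cells, monocytes, thymocytes, B cells, dendritic cells, the interferon response, neutrophils, plasma cells and thymic epithelium.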

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

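All tests of explanations in this part were chosen after the result was seen, apart from the count of genes near *Mertk*. A mouse is named where its gap to the nearest of the other 5 of its genotype, as a share of the group's range of log2 values, exceeded the limit of Dixon's test. This occurred in 7 of 70 groups of 6 values, where chance gives about 3.5.
One male WT mouse was the highest WT mouse for *Axl*, *C1qa*, *Vcam1* and the mean of the lower splenic genes, with gaps of 0.637, 0.669, 0.656 and 0.628 of the range, and the lowest for *Timd4* relative to *Vcam1* (0.672). Its estimated depth of 23420000 reads lay among those of the other WT mice, which argues against depth. More macrophage RNA in that thymus could raise these genes. Over the 55 genes of Figure 4B that fell in the mutants, its median log2 shift from the other WT mice was 0.326. The shift was also 0.285 over the 258 other genes that fell, 0.354 over the 19 genes of Figure 4B that rose and 0.129 over the 147 other genes that rose. Since many of the other genes that fell could come from macrophages as well, a larger share of macrophages and a wider shift of the library cannot be told apart. Without this mouse, the log2 difference was -1.30 for *Axl* and -0.38 for *C1qa*.
Mutant mouse 264, a male, had the highest *Itgad* of the mutants (0.360 FPKM, a gap of 0.653), below the lowest WT value of 1.39 FPKM. More macrophage RNA may be the reason. The genes of Figure 4B that fell had a median shift of 0.17 from the other mutants in this mouse, but 0.163 in a mutant female that was not apart for *Itgad*. In mouse 264 the shift was 0.081 over the genes of Figure 4B that rose, -0.045 over the other genes that fell and 0.093 over the other genes that rose. With 1 library, more macrophages and other differences between mice cannot be told apart.
Mutant mouse 220, a female, had 93.3 FPKM of *Ablim1*, next to the WT range of 96.7 to 107 FPKM (a gap of 0.742). Without it the log2 difference was -0.92. A shift of many genes in that library toward WT was tested in the same sets of genes. The median shift from the other mutants was -0.218 over the genes of Figure 4B that fell, -0.045 over the other genes that fell, -0.389 over the genes of Figure 4B that rose and -0.059 over the other genes that rose. The genes of Figure 4B that rose thus lay nearer to WT in this mouse, by the largest median shift of any mouse in these sets. The genes that fell, as *Ablim1* did, did not lie nearer to WT, which argues against such a shift as the reason for *Ablim1*, while a lower level of many genes in this library stays open. The *Axl* value of this mouse, 1.92 FPKM, was the lowest of the 12. An allele at *Ablim1* that differs between mutants was not tested and stays open.
The paper's text does not name the genes with the largest rises on the log2(FPKM + 5) scale. Mean FPKM in the mutants were 29.1 for *Wfdc17*, 14.3 for *Inafm2*, 5.96 for *Pf4*, 4.71 for *Gpnmb* and 2.73 for *Ltk*. Each was higher in 6 of 6 mutants than in any WT mouse, which was a condition of their choice. *Pf4* and *Gpnmb* are shown in Figure 4B. *Inafm2* and *Ltk* lie near *Mertk*, among 31 genes of the table. Alleles linked to the mutated *Mertk* gene are a candidate explanation for these, given with its tests under the other observations. No technical explanation was tested for *Wfdc17*, *Pf4* and *Gpnmb*. More cells that carry these mRNAs and more mRNA per cell stay open.
In 100 splits of the 12 mice into 6 and 6, the real split included, 1 gave as many as 15 genes lower and 1 gave as many as 14 higher, and the largest number in either direction in the other splits was 4. A list selected on the real split favours that split. For the interaction of genotype and sex, 66 of 100 exchanges of sex within the genotypes gave as many genes with an unadjusted p-value under 0.05 as the 15 observed with all mice. The exchanges were not run with a mouse left out, where the observed number reached 40 without WT male 210 and 23 without mutant female 220.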

How the results depend on the processing

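The alternatives in this part were set in advance unless stated, and no further test was chosen after the result was seen except where said. The core and splenic scores and all 29 named genes kept their sign under each constant, within each sex, with permutations within sex and with each mouse left out. They stayed under 0.05 in the exact permutation test in all of these except the single sexes, where 3 against 3 mice cannot give less than 0.1. Some genes lay above that limit within a sex. They were *C1qa* and *Slc40a1* in males (exact permutation p = 0.2 and 0.3) and *Tlr4* in females (exact permutation p = 0.3). With *Axl* left out of the 26 lower core genes, chosen after seeing the data, the core score differed by -0.24 in place of -0.28 (exact permutation p = 0.00216 in both). The largest gaps between the sexes among the named genes were in *Sqrdl* (-0.45 in males and -0.95 in females), *Inafm2* (0.48 and 0.91) and *Ablim1* (-0.96 and -0.62). None of the 3 had an adjusted p-value under 0.05 in the interaction test of limma with all mice. No paired analysis was possible because each mouse has its own number and no number occurs in both genotypes.
From 15 lower and 14 higher genes with log2(FPKM + 5), the counts past both thresholds rose to 57 and 51 with log2(FPKM + 1) and to 244 and 141 with log2(FPKM + 0.1). The 29 genes of the first scale were among those of the other scales. The cause is the construction of the scale, on which 328 genes are too low to change by 0.5. The log2 ratio of mean FPKM without a test, chosen after seeing the data, put 307 genes lower and 162 higher beyond 0.5. With a threshold of 1, 1 gene was lower and 1 higher. Males alone gave 8 lower genes and 33.3% lower, with 16 of their 24 genes shared with the fit of all mice. The cause was not tested. A minimum mean of 1 FPKM, no sex covariate and an intensity trend each gave 15 and 14, the same 29 genes. Across the 12 fits that each left out one mouse, the lower genes numbered from 13 to 19, the higher genes from 10 to 19 and the share lower ran from 45.2% to 60.7%. Centring each mouse on its median was not run, because it had been set only for a table of over 5000 genes.
*Cd163* relative to *Vcam1* changed sign with the constant. The difference between the genotypes was 0.49 with log2(FPKM + 5), 0.13 with log2(FPKM + 1), -1.10 with log2(FPKM + 0.1) and -1.86 with no constant, the last chosen after seeing the data, and from 0.42 to 0.52 with each mouse left out. *Timd4* relative to *Vcam1* was 0.23, -0.20, -0.54 and -0.60 in the same order (exact permutation p = 0.0476, 0.258, 0.0519 and 0.039), and from 0.17 to 0.28 with each mouse left out, where the exact permutation p was no longer under 0.05 in 7 of the 12 fits. The cause is again the constant, which is larger than every *Cd163* and *Timd4* value and hides their fall, while *Vcam1* lies far above it.
No gene had an interaction of genotype and sex with an adjusted p-value under 0.05 in limma under any of the 3 constants, where 15, 17 and 16 genes had an unadjusted p-value under 0.05. Across the fits that each left out one mouse, the number with an adjusted p-value under 0.05 ran from 0 to 7 and that with an unadjusted p-value under 0.05 from 10 to 40, the 40 without WT male 210. The 7 appeared without mutant female 220 (*Sqrdl*, *Inafm2*, *Gm28042*, *Pla2g4b*, *Jmjd7*, *Ltk* and *Slc28a2*, adjusted p from 0.0114 to 0.0427, limma) and lie together on chromosome 2. *Jmjd7* and *Pla2g4b* share 1307 of 1960 and 3878 of 5831 exon bases with *Gm28042*, so their values are not separate. The genes near *Mertk* numbered 12 within 5 Mb, 35 within 20 Mb and 32 with all annotated genes, each above the mean of other stretches.
Depth limits the low genes. With 3 reads on 2 kb worth 0.0612 to 0.0796 FPKM, the mutant values of *Prokr2* rest on between 1 and 8 reads per mouse, about 23 over the 6 mutants, against about 1429 over the 6 WT mice.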

Differences from the paper's values

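The paper reports 401 differentially expressed genes, and 29 genes passed both thresholds here, in limma on log2(FPKM + 5). The paper reports 264 genes lower and 137 higher in the *Axl-/-Mertk-/-* thymus, against 15 and 14 here. Of the alternatives set before the data were examined, log2(FPKM + 0.1) came within 1.5 times of the paper's numbers, with 385 genes, 244 lower and 141 higher. The constant of 1, the minimum mean FPKM, the fit without the sex covariate, the intensity trend, the threshold of 1, the single sexes and the fits that left out one mouse did not. The log2 ratio of mean FPKM beyond 0.5 without a test, chosen after seeing the values, gave 469 genes, 307 lower and 162 higher, and also came within 1.5 times of the paper's numbers. The whole list of 479 genes, 313 lower and 166 higher by sign, lies within that limit as well. A lenient setting therefore comes near the paper's numbers by the selection of the list, and these matches are no test of the paper's calls.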

Other observations

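The counts of genes near the mutated genes and the comparison of *Cd163* with *Vcam1*, but not the constant that it was read on, were set in advance, and all other tests in this part were chosen after the result was seen.
Within 10 Mb of *Mertk* on chromosome 2, 31 of 246 protein-coding genes (12.6%) are in the table, 15 lower and 16 higher in the *Axl-/-Mertk-/-* thymus. The 16336 other stretches of as many consecutive protein-coding genes held 4.79 on average and at most 13, so none was as dense (share 6.12e-05, the smallest possible). Within 5 Mb, 12 of 129 genes were listed, and the 63 other stretches with as many all lay on chromosome 2. The 31 genes include 6 of the 20 largest log2 ratios of mean FPKM of the table (one-sided hypergeometric test, exact, p = 0.000914, with genes that are not independent). Among them are *Prokr2*, at 1.92 to 3.005 FPKM in WT and 0.01 to 0.074 FPKM in the mutants, and *Strc*, which fell as *Prokr2* did, and *Ltk*, *Mall*, *Fgf7* and *Lrrn4*, which rose. These were named after their values were seen, apart from *Ltk*. Genes of Figure 4B that lie there do not account for the number, since 28 remained without them. Reads shared between overlapping genes do not account for it either, since 28 remained when overlapping genes were counted once. A candidate explanation is that DNA of the strain in which *Mertk* was mutated stayed linked to the mutated gene through the backcrosses the paper describes, so that these genes differ by their own alleles. The strain was not looked up and the sequence of the mice was not analysed here. An effect of the mutated *Mertk* gene on its neighbours stays open. The paper states that the WT and mutant lines were housed separately. An effect of housing would not be tied to 1 stretch of a chromosome. The 31 genes here, against 4.79 on average and at most 13 in other stretches, therefore argue against housing as the reason for the cluster. For single genes in the stretch, housing stays open. Near *Axl* no such excess was present, with 5 of 529 genes against 12.1 on average in other stretches. *Siglec1*, *Sema6d*, *Tyro3* and *Sqrdl* lie in the stretch near *Mertk*, and for these a linked allele and the loss of the receptors both stay open.
The genes near *Mertk* may also differ between the mutant mice. Values are given here for genes picked after they were seen. *Sqrdl* had 0.536 and 0.962 FPKM in 2 mutant females, 3.32 in mutant female 220 and 4.36, 5.20 and 5.60 in the 3 mutant males, against 6.71 to 9.76 in WT. In the same order of mice, *Slc28a2* had 2.92, 2.13, 5.31, 5.80, 5.52 and 6.34 FPKM, *Inafm2* had 17.4, 19.9, 12.9, 12.4, 11.2 and 12.1 FPKM, and *Chchd5*, closer to *Mertk*, had 14.9, 11.2, 13.4, 14.9, 15.3 and 14.0 FPKM. Over 28 genes near *Mertk*, with overlapping genes counted once, the first principal component held 47.9% of the variance among the 6 mutants, where 10000 random lists of 28 genes from other chromosomes held 35.7% on average (share as large 0.002). Among the 6 WT mice it held 44.6% (share as large 0.339). The component still held 53.3% after adjustment for the core signature score (95th percentile of random lists 46.7%), and 53.3% with *Axl* left out of the score (46.8%), which argues against macrophage content. After adjustment for sex it held 48.3% (95th percentile 47.0%) and for library depth 49.0% (95th percentile 48.2%), which argues against these less firmly, as both lie close to the percentile. The values are consistent with alleles in this stretch that still differ between mutant mice, a hypothesis from 6 mice.
*Tyro3*, the third receptor of the family, had 0.854 ± 0.161 FPKM (SD, n = 6) in WT and 2.10 ± 0.599 (SD, n = 6) in *Axl-/-Mertk-/-* mice, higher in 6 of 6 mutants than in any WT mouse (exact permutation p = 0.00216, adjusted 0.00251). It lies 8.9 Mb from *Mertk*, and it ordered 12 of the 15 pairs of mutants as the first component of the other genes near *Mertk* did. A linked allele could account for the rise, and so could compensation for the loss of Axl and Mer. These cannot be told apart, because every mutant lacks both receptors and the alleles of the mice in this stretch were not read.
As a share of WT, the mean FPKM of *Cd163* fell further than that of *Vcam1*. If the mRNA of both came from one cell population that only became smaller, the ratio of their FPKM would stay the same. A constant of 5 does not keep that property for a gene as low as *Cd163*, and the constant used for this comparison was chosen after the values were seen. The log2 difference between the genotypes was -1.097 with a constant of 0.1 and -1.86 with none (exact permutation p = 0.00216 for each), but 0.13 with a constant of 1 and 0.49 with the deposited constant. The ratios with little or no constant argue against a smaller population as the whole reason. Less *Cd163* mRNA per remaining cell, loss of the cells that carried it, and *Vcam1* mRNA from other thymic cells all stay open. The paper reports that a part of the WT R1 cells carried CD163 protein, which was nearly undetectable in mutant R1 cells. That fraction of cells does not separate the first 2 of these.
In the table, 8 of the 16 listed genes of mature red pulp and iron-recycling macrophages were present and 8 were lower, 7 of them in Figure 4B. Of 18 genes of lipid-laden macrophages, 5 were present (*Gpnmb*, *Trem2*, *Atp6v0d2*, *Mmp12* and *Mmp13*) and 5 were higher, 4 of them in Figure 4B. Of 9 genes of proliferation, 2 were present and higher (*Ccnb1* and *Birc5*). Of 16 erythroid genes, 2 were present and lower (*Car2* and *Epb42*, the second near *Mertk*). Of 14 genes of NK and innate T cells, *Gzmb* was higher and *Zbtb16*, which is in Figure 4B, lower. *Cx3cr1* among 9 monocyte genes, also in Figure 4B, was higher, and *Foxp3* among 15 thymocyte genes lower. The lists for B cells (13 genes), dendritic cells (12), the interferon response (13), neutrophils (10), plasma cells (9) and thymic epithelium (12) had 0 genes in the table. Such short lists leave out other genes of these cells, so 0 does not show that the cells were unchanged. The table holds selected genes, so the lists were not tested against all thymic genes. *Foxp3* had 1.29 ± 0.277 FPKM (SD, n = 6) in WT and 0.683 ± 0.148 (SD, n = 6) in *Axl-/-Mertk-/-* mice (exact permutation p = 0.00216, adjusted 0.00251), and 853 of its 4577 exon bases are shared with another gene on the same strand and 590, 373 and 266 with 3 genes on the opposite strand. *Birc5*, picked after its values were seen, had 76.8 ± 17.6 FPKM in WT and 110 ± 11.0 in *Axl-/-Mertk-/-* mice, with overlap of the genotypes. *Ccnb1* also overlapped. Further genes that rose lie outside the proliferation list and were picked in the same way. *Cdca3* had 40.8 to 73.1 FPKM in WT and 76.8 to 90.2 FPKM in the mutants. *Cenpa* and *Cdc20* were likewise higher in every mutant than in any WT mouse, and *Kif22* was higher with overlap. No explanation was tested for these genes.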
